# Downregulation of let-7 by Electrical Acupuncture Increases Protein Synthesis in Mice

**DOI:** 10.3389/fphys.2021.697139

**Published:** 2021-08-20

**Authors:** Ying Huang, Manshu Yu, Akihiro Kuma, Janet D. Klein, Yanhua Wang, Faten Hassounah, Hui Cai, Xiaonan H. Wang

**Keywords:** Acu/LFES, exosome, IGF-1 signaling, microRNA, mTOR, skeletal muscle

## Abstract

**Background:**

Our previous study found that acupuncture with low frequency electrical stimulation (Acu/LFES) prevents muscle atrophy by attenuation of protein degradation in mice. The current study examines the impact of Acu/LFES on protein synthesis.

**Method:**

C57/BL6 mice received Acu/LFES treatment on hindlimb for 30 min once. Acu/LFES points were selected by WHO Standard Acupuncture Nomenclature and electric stimulation applied using an SDZ-II Electronic acupuncture instrument. Muscle protein synthesis was measured by the surface-sensing of translation (SUnSET) assay. Exosomes were isolated using serial centrifugation and concentration and size of the collected exosomes were measured using a NanoSight instrument. The mature microRNA library in serum exosomes was validated using a High Sensitivity DNA chip.

**Results:**

Protein synthesis was enhanced in the both hindlimb and forelimb muscles. Blocking exosome secretion with GW4869 decreased the Acu/LFES-induced increases in protein synthesis. MicroRNA-deep sequencing demonstrated that four members of the Let-7 miRNA family were significantly decreased in serum exosomes. Real time qPCR further verified Acu/LFES-mediated decreases of let-7c-5p in serum exosomes and skeletal muscles. In cultured C2C12 myotubes, inhibition of let-7c not only increased protein synthesis, but also enhanced protein abundance of Igf1 and Igf1 receptors. Using a luciferase reporter assay, we demonstrated that let-7 directly inhibits Igf1.

**Conclusion:**

Acu/LFES on hindlimb decreases let-7-5p leading to upregulation of the Igf1 signaling and increasing protein synthesis in both hindlimb and forelimb skeletal muscles. This provides a new understanding of how the electrical acupuncture treatment can positively influence muscle health.

## Highlights

– Protein synthesis is a core physiologic and biological process, occurring inside cells, balancing the loss of cellular proteins through the production of new proteins and degradation of old proteins.
– Proteins perform a number of critical physiologic functions as enzymes, structural proteins or hormones. Protein synthesis plays a key role in many diseases.
– Acupuncture is a form of alternative medicine and a simple and safe treatment. It has been used to treat a wide range of diseases or disorder conditions.
– Our group found that acupuncture plus low frequency electrical stimulation (Acu/LFES) can limit muscle wasting.
– We have evidence that Acu/LFES can increase protein synthesis through decreases in let-7-5p microRNA.
– Since let-7 directly targets and inhibits Igf-1, the decrease in let-7 could lead to Igf1 signaling, which could be the foundation for the rise in protein synthesis.
– Our study provides evidence for a muscle atrophy treatment—a simple method for increasing muscle protein synthesis.

## Introduction

Numerous studies have demonstrated that acupuncture with low frequency electrical stimulation (Acu/LFES) can correct muscle atrophy in human and animals with various diseases, including diabetes and chronic kidney disease-induced muscle wasting (Hu et al., 2015; Su et al., 2015), hindlimb suspension induced muscle loss (Onda et al., 2011), facioscapulohumeral muscle dystrophy (Liu et al., 2019), and amyotrophic lateral sclerosis or sciatic nerve injury caused muscle atrophy (Su et al., 2016; Sudhakaran, 2017; Yu et al., 2017). Acu/LFES is used worldwide as a therapeutic intervention to reduce stress and other health problems (NIH Consensus Conference, 1998). However, little is known regarding the precise mechanisms of this treatment on protein metabolism in muscle.

Skeletal muscle protein metabolism accounts for the major change of the total body protein pool and a fine balance between protein synthesis and protein breakdown regulates skeletal muscle mass (Mitch and Goldberg, 1996). Important determinants of protein synthesis are the key anabolic hormone insulin, insulin-like growth factor 1 (Igf1) and the insulin/Igf1 pathway. Activation of this pathway will upregulate PI3K-Akt-mTOR leading to phosphorylation of mechanistic target of rapamycin complex 1 (mTORC1), and subsequent downstream 4E-binding protein-1 (4EBP1), and the ribosomal protein of 70-kDa S6 kinase 1 (p70S6K1) (Holz et al., 2005). As the name suggests, p70S6K’s target substrate is the S6 ribosomal protein. Phosphorylation of S6 initiates protein synthesis at the ribosome and proliferation of satellite cells results to muscle mass increase (Chung et al., 1992). The phosphorylation of p70S6K at threonine 389 has been used as a hallmark of activation by mTOR. It is well known that resistance exercise stimulates mTORC1 activity, promoting increases in the rates of myofibrillar protein synthesis.

Muscle is recognized as an endocrine organ. Contracting skeletal muscles have the capacity to communicate with other organs through the release of factors, such as myokines and exosomes for intercellular and inter-organ communication (Wang B. et al., 2019; Wang H. et al., 2019). Exosomes are small membranous vesicles that are secreted from muscle fibers inside multivesicular bodies. The release of exosomes is a common cellular function in living biological systems (Kim et al., 2015). The exosomes could act as messengers in tissue crosstalk since these muscle-derived nano-sized vesicles have the ability to deliver useful or harmful molecules (such as cytokines, proteins and miRNAs) to distant organs as well as distant muscles. Both pre-miRNAs and mature miRNAs packaged in exosomes are quite stable (Li et al., 2015). These miRs play an important regulatory role in the mechanisms of adaptation to physiology and pathology conditions. Our previous studies of exosomes following Acu/LEFS found that this treatment alters the expression of multiple miRNAs that are capable of regulating the physiology in distant organs, including decreased let-7 miRNA (Su et al., 2018).

Lethal-7 (let-7) was the second microRNAs (miRNA) to ever be identified. It was originally discovered in the nematode elegans in 2000 (Reinhart et al., 2000). Later, let-7 miRNAs were found in various animal species, including human. Unlike the nematode and fruit fly, which have a single isoform, the let-7 family is composed of nine mature let-7 miRNAs encoded by 12 different genomic loci, some of which are clustered together in the human (Roush and Slack, 2008). Let-7 miRNAs have been the focus of a variety of approaches for therapy and diagnosis. For example, Let-7 has been widely studied in oncogene, cell cycle and immunology fields. Many studies showed that let-7 enhances antitumor responses by directly targeting the high mobility group A2 oncogenes and RAS genes (Johnson et al., 2005; Mayr et al., 2007). Let-7 has been reported to be closely associated with regulation of cell cycle and leads to inhibitor cell proliferation (Johnson et al., 2007). Studies have revealed that let-7 family members act as key regulators for immune response to pathogenic agents in various diseases (Zhi et al., 2017; Gilles and Slack, 2018). Altogether, the let-7 family provides multiple possible strategies for developing approaches of diagnosis markers and therapy.

In this study, we hypothesize that Acu/LFES increases protein synthesis not only in local muscle, but also in distant muscle, through serum-derived exosomes-encapsulated microRNA. For proof of this hypothesis we: (1) measured protein synthesis in the muscle with or without Acu/LFES treatment and found increased synthesis with treatment; (2) measured exosome cargoes after Acu/LFES, and found that four members of the Let-7 family were significantly decreased by Acu/LFES; and (3) tested the impact of let-7 on the Igf1 signaling pathway and protein synthesis and found that Igf1 is the direct target of let-7.

## Results

### Acu/LFES in Hindlimb Significantly Increases Protein Synthesis in Both Gastrocnemius and Triceps Brachii Muscles

Our previous studies have found that Acu/LFES decreases diabetes-induced protein degradation and improves muscle function (Hu et al., 2015; Su et al., 2015). To investigate whether Acu/LFES alters protein synthesis, we verified the protein synthesis in C57BL/6 mice after Acu/LFES. Acu/LFES mice received needles in point GB34 and S36 of hindlimb using a constant pulse for a one-time 30 min of electrical stimulation. In gastrocnemius muscle, Acu/LFES increased protein synthesis by 1.7-fold immediately after treatment and protein synthesis continued to increase up to the last experimental reading at 48-h (Figure 1A). Protein synthesis signaling proteins phosphorylated mTORC1, p70S6, and 4EBP1 also increased significantly. The increase was apparent immediately (0-h) after treatment through the terminal 24– or 72-h time points in gastrocnemius muscle (Figure 1B). Interestingly, protein synthesis also significantly increased in triceps brachii muscle, which is not near the electrically stimulated area (Figure 1C). These protein synthesis markers increased at 0-h after Acu/LFES until 72 h in triceps brachii muscles (Figure 1D). Acu/LFES did not change the protein degradation markers TRIM63/MuRF1, FBXO32/atrogin-1 and myostatin in these mice (Supplementary Figure 1).

**FIGURE 1:**
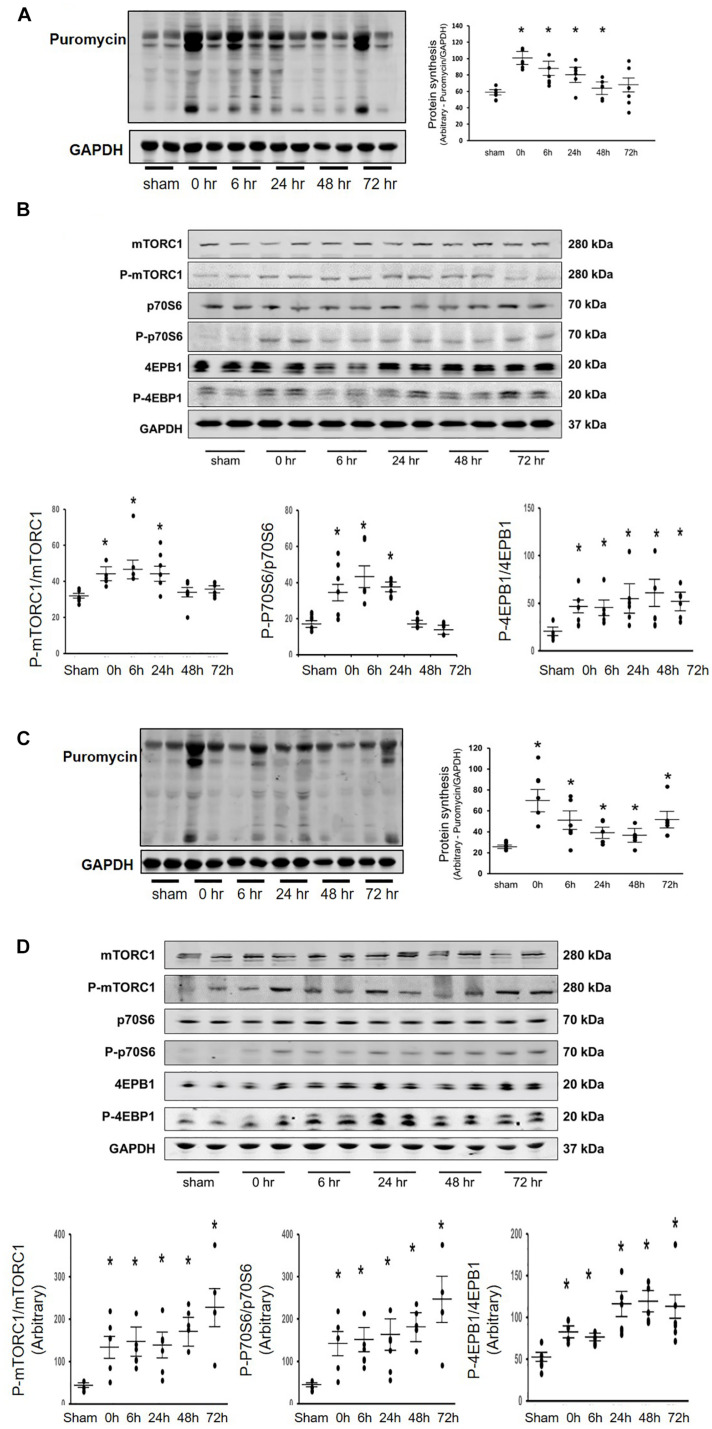
Acu/LFES in hindlimb increased protein synthesis in both gastrocnemius and triceps brachii muscles. Experiments were performed in the sham and Acu/LFES treated mice. Puromycin was injected 30 min before harvest. Protein was isolated from the muscle of mice immediately (0), and 6–, 24–, 48– and 72-h after Acu/LFES. Puromycin in tissue lysates of gastrocnemius muscle **(A)** and triceps brachii muscle **(C)** was measured by Western blots. The point graphs show the change in incorporated puromycin normalized to their corresponding GAPDH protein (*n* = 6/group; *p < 0.05 vs. sham). The proteins mTORC1, 4EBP1 and P70S6 were measured by Western blotting in gastrocnemius muscle **(B)** and triceps brachii muscle **(D)** of sham and Acu/LFES mice. The bottom point graphs show the ratio of phosphorylated protein to total protein, each normalized to the GAPDH from the same sample. Data is provided in arbitrary units (*n* = 6/group; *p < 0.05 vs. sham).

### Blocking Exosome Secretion Limited the Acu/LFES-Induced Increase in Protein Synthesis

Our previous research found that Acu/LFES increases exosome secretion (Su et al., 2018). To explore whether the increasing protein synthesis in triceps brachii is due to exosome-mediated regulation, we used GW4869 to inhibit exosome secretion. GW4869 is the most widely used pharmacological agent for blocking exosome generation. It inhibits the ceramide-mediated inward budding of multivesicular bodies and prevents release of mature exosomes from multivesicular bodies (Kosaka et al., 2010). Mice were injected with 1 μg/g body weight of GW4869 16-h before Acu/LFES. To elucidate the role of exosomes in Acu/LFES, we isolated exosomes from both sham and Acu/LFES-treated mice with or without GW4869 treatment. A Nanosight instrument was used to measure exosome amounts. We found that Acu/LFES changed exosome distribution in the serum (Figure 2A). The concentration of exosomes was increased 1.7-fold by Acu/LFES (Figure 2B). GW4869 decreased serum exosome concentration by 61% in sham mice, and 73% in Acu/LFES mice. There was no significant difference in either exosome mean size or mode size in each group (Figures 2C,D). In gastrocnemius muscle from mice treated with GW4869, Acu/LFES-induced protein synthesis was apparent at the 6-and 24-h point but not at any later time points (Figure 3A). In triceps brachii muscle, protein synthesis only increased at the 6-h time point after Acu/LFES treatment (Figure 3B). The phosphorylated mTORC1 and 4EBP1 increased at 6– and 24-h time points after treatment, and phosphorylated p70S6 only increased at 6-h′ time point in gastrocnemius muscle (Figure 3C). In triceps brachii muscles p70S6 phosphorylation only increased at the 6-h time point and mTORC1 increased at 0– and 6-h time points (Supplementary Figure 5). These results suggest that Acu/LFES-induced increase in muscle protein synthesis is associated with exosome secretion.

**FIGURE 2:**
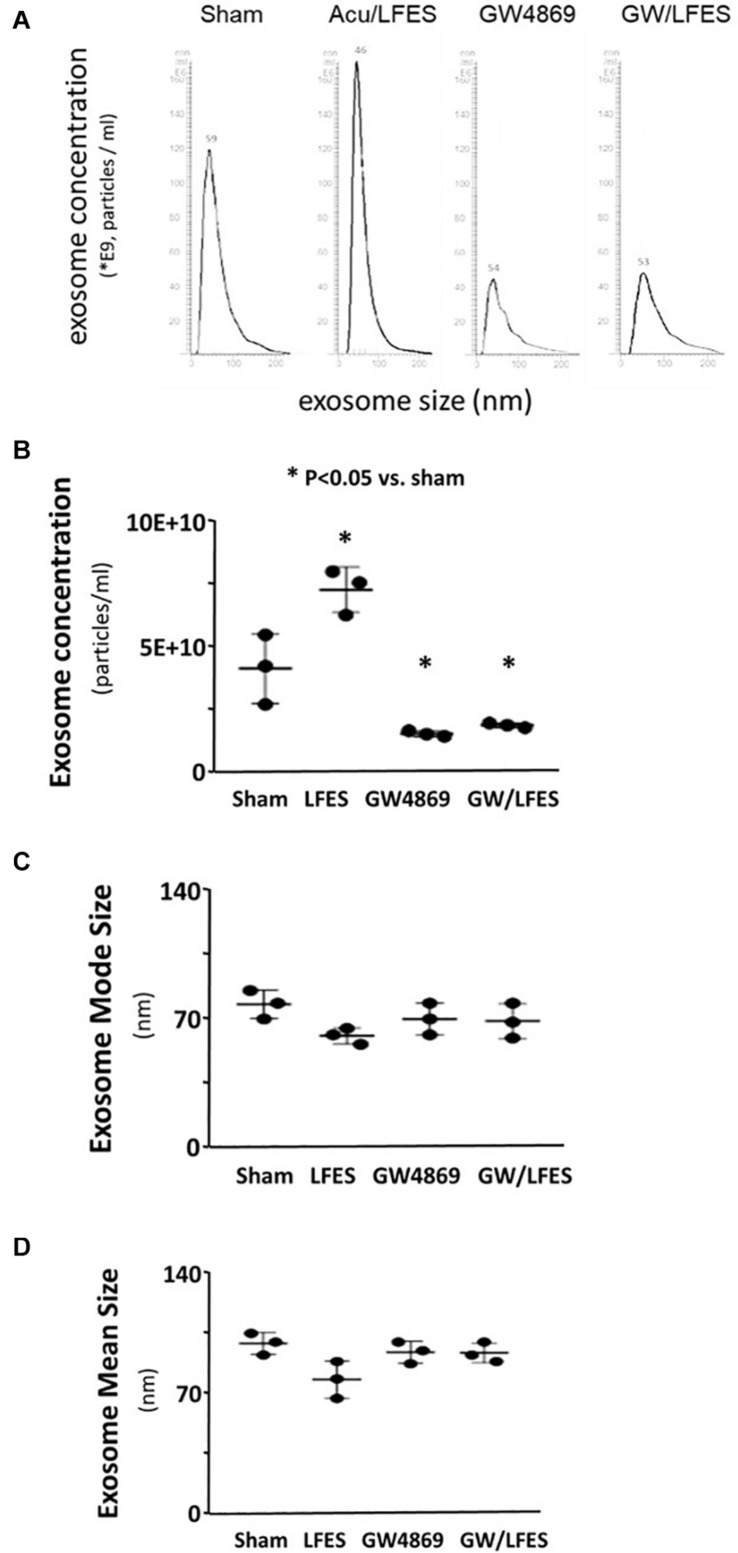
GW4869 limited exosome secretion. Exosomes were isolated from sham, Acu/LFES, GW4869 and Acu/LFES+GW4869 treated mice. The exosome distribution **(A)**, concentration **(B)**, mode size **(C)** and mean size **(D)** were measured using a NanoSight instrument (means ± SE; *n* = 3/group; ^∗^*p* < 0.05 vs. sham).

**FIGURE 3:**
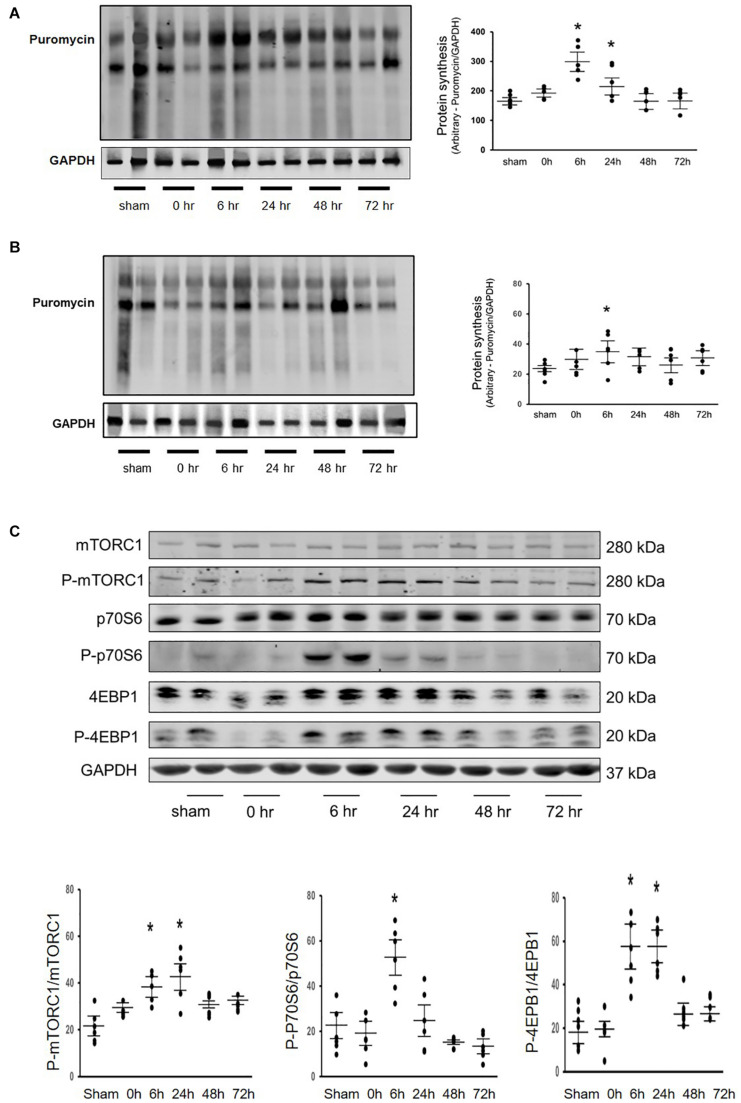
Blocking exosome secretion limited the Acu/LFES-induced increase in protein synthesis. Experiments were performed in the sham and Acu/LFES treated mice. GW4869 was injected 16 h before Acu/LFES and puromycin was injected 30 min before harvest. Protein was isolated from the muscle of mice immediately (0), 6–, 24, 48 and 72 h after Acu/LFES. Puromycin in tissue lysates was measured by Western blots. The point graph of incorporate puromycin into gastrocnemius muscle **(A)** and triceps brachii muscle **(B)** show the change of the density of puromycin protein normalized to their corresponding GAPDH protein (*n* = 6/group; *p < 0.05 vs. sham). The proteins mTORC1, 4EBP1 and P70S6 were measured by Western blotting in gastrocnemius muscle **(C)** of sham and Acu/LFES mice. The bottom point graphs show the ration of phosphate protein to total protein normalized to the same sample GAPDH. Data is provided in arbitrary units (*n* = 6/group; *p < 0.05 vs. sham).

### Acu/LFES Decreased let-7 in Serum Exosomes and Skeletal Muscles

The Acu/LFES induced increase in protein synthesis in distant muscle could be due to circulating exosomes carrying microRNAs. To explore this possibility, miRNA deep sequencing was performed on serum exosomes from both sham- and Acu/LFES-treated mice. 

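Exosomes are small membrane vesicles that cells release into the blood, and the RNA they carry includes mature miRNAs. Serum exosomes were taken from 3 sham mice and from 3 mice given Acu/LFES once for 30 min, all male C57BL/6 mice of 3 months of age, and 1 small RNA library was made and sequenced per mouse. The deposited values are raw counts of reads per mature miRNA, with replicates 1 to 3 for the sham mice and 4 to 6 for the Acu/LFES mice. The aligner, the miRNA annotation and the counting rule are not given in the sources used here, and the paper's text does not state how long after Acu/LFES the serum of these mice was drawn. miRNAs with the same mature sequence, such as miR-486a-5p and miR-486b-5p, carried identical counts in every library. Each set of identical counts was used once. Sequence was not checked, so scarce miRNAs whose counts happened to match were merged too. On that basis the sham libraries held 430240, 414565 and 251934 counts (replicates 1, 2 and 3) and the Acu/LFES libraries 1033011, 398381 and 437858 (replicates 4, 5 and 6). After this merging, between 324 and 410 entries were detected per sham library and between 426 and 524 per Acu/LFES library. The number of miRNAs detected can be higher. miR-486a-5p, which is abundant in erythrocytes, took 44.8% to 58.8% of the counts in 5 of the libraries and 17.2% in Acu/LFES replicate 6. Each library was scaled by TMM, and the 255 miRNAs that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With library totals alone, the median log2 fold change of all tested miRNAs was 0.52, against 0.08 with TMM. With counts simulated at these depths and with edgeR's own estimates of spread, the same test found 8.5% of miRNAs changed 2-fold and 43% of those changed 4-fold. The tests, lists and alternatives were chosen before the data were examined, except where stated; Table 1 and the heat map of Supplementary Figure 2 had been seen by then.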

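The let-7 family, miRNAs that share a seed sequence and restrain growth and proliferation, was among the most abundant in serum exosomes. Of its 10 tested 5p members, 9 had a log2 fold change below 0 in Acu/LFES against sham mice, of which let-7d-5p, let-7g-5p and miR-98-5p turned above 0 with library totals alone. When adjusted over the list alone, 4 members fell (let-7c-5p, let-7b-5p, let-7e-5p and let-7a-5p) and none rose. let-7f-5p, let-7d-5p, let-7k, let-7g-5p, let-7i-5p and miR-98-5p did not pass. Over all 255 tested miRNAs, edgeR's quasi-likelihood test called 0 let-7 members at an adjusted p under 0.05, with 5 lower at an unadjusted p under 0.05, while limma-voom called 2. DESeq2 called 4, but gave no adjusted p for 104 of the 255 and so adjusted over fewer miRNAs. The list was written with Table 1 in view, so neither its count and direction nor an adjusted p over the list alone is independent evidence. As a set, the let-7 5p members had an adjusted p of 0.0690 over 16 lists in fry, a test of whether members move one way on balance. A competitive test with a preset correlation (camera) gave an adjusted p of 4.55e-05, and adjusted p = 0.349 with an estimated correlation. The count of 4 became 0 with library totals alone in place of TMM, and also became 0 without sham replicate 2, without sham replicate 3 or without Acu/LFES replicate 5. The paper proposes that the rise in protein synthesis in distant muscle could come from circulating exosomes that carry miRNAs, and it takes the let-7 members that were lower after Acu/LFES as the cargo of interest.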

We found that four members of the let-7 miRNA family were significantly decreased by Acu/LFES (Supplementary Figure 2). The largest change was in Let-7c-5p, which was 79% decreased by Acu/LFES treatment. In addition, the expressions of Let-7b-5p, let-7e-5p, let-7a-5p and let-7f-5p were also significantly decreased by 78, 71, 78, and 75% respectively (Table 1). 

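let-7c-5p was the most abundant let-7 member in sham exosomes, and its level after TMM was lower in each Acu/LFES mouse. Its TMM-normalized level was 67317 ± 3867 CPM (SD, n = 3 mice) in sham mice and 35567 ± 4530 (SD, n = 3) in Acu/LFES mice, and every Acu/LFES mouse lay below every sham mouse. The log2 fold change was -0.92 (standard error 0.224), a decrease of 47.2% with a 95% confidence interval of 25.0% to 62.8%. Its adjusted p was 0.198 over all tested miRNAs in edgeR's quasi-likelihood test and 0.0155 over the list alone, which was written with Table 1 in view. DESeq2 gave an adjusted p of 3.21e-06 and limma-voom 0.0294. With library totals alone, the log2 fold change was -0.42 and the groups overlapped, since let-7c-5p took 6.87% of the counts in Acu/LFES replicate 6, whose TMM factor was 1.71, against 5.15% and 5.24% in sham replicates 2 and 3. The mature sequence, TGAGGTAGTAGGTTGTATGGTT written as DNA, comes from a pair of genes in GRCm38 with GENCODE M21 annotation. Mirlet7c-1 lies on chromosome 16 from 77599657 to 77599750 on the plus strand, within an intron of the noncoding gene Mir99ahg, and its mature 5p strand spans 77599672 to 77599693. Mirlet7c-2 lies on chromosome 15 from 85706603 to 85706697 on the plus strand, within an exon of the noncoding gene Lncppara, with the mature strand at 85706616 to 85706637. Counts of the mature strand do not tell these genes apart.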

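let-7b-5p and let-7a-5p were abundant in exosomes and lower after Acu/LFES, and the scarce let-7e-5p was lower by at least as much. let-7b-5p was at 44141 ± 2475 CPM (SD, n = 3 mice) in sham mice and 24585 ± 3681 (SD, n = 3) in Acu/LFES mice, a log2 fold change of -0.84 (standard error 0.221) or a decrease of 44.3%. let-7e-5p was at 1184 ± 260 in sham and 581 ± 114 in Acu/LFES mice, a log2 fold change of -1.03 (standard error 0.276) or a decrease of 50.9%. let-7a-5p went from 17096 ± 2174 to 11126 ± 162, a log2 fold change of -0.62 (standard error 0.203) or a decrease of 34.9%. After TMM, every Acu/LFES mouse lay below every sham mouse for each of these members. As a share of counts the groups overlapped: in Acu/LFES replicate 6, let-7b-5p took 4.88%, let-7e-5p 0.121% and let-7a-5p 1.89%, above every sham library (at most 4.54%, 0.115% and 1.74%). With library totals alone the log2 fold changes were -0.33 for let-7b-5p, -0.47 for let-7e-5p, -0.14 for let-7a-5p and -0.11 for let-7f-5p. When adjusted over the list alone, the adjusted p from edgeR was 0.0155 for let-7b-5p and let-7e-5p and 0.0337 for let-7a-5p, against 0.198, 0.198 and 0.312 over all tested miRNAs. The list-alone values come from a list written with Table 1 of these same samples in view. let-7f-5p had a log2 fold change of -0.58 (standard error 0.241), a decrease of 32.9%, with an adjusted p of 0.0799 over the list alone and 0.490 over all tested. The log2 fold changes of let-7c-5p, let-7b-5p and let-7e-5p differed by less than each member's own standard error. No standard error of a difference between members was computed. These members differ from let-7c-5p, counted from its 5′ end, by A17G in let-7b-5p, G19A in let-7a-5p, T9G and G19A in let-7e-5p, and G12A and G19A in let-7f-5p, so reads of close members could be shared depending on the counting. In GRCm38, Mirlet7b lies on chromosome 15 from 85707319 to 85707403, in an exon of Lncppara, and Mirlet7e on chromosome 17 from 17830352 to 17830444, in an intron of Spaca6. Mirlet7a-1 and Mirlet7f-1 lie together on chromosome 13 (48538179 to 48538272 and 48537829 to 48537917, minus strand), Mirlet7a-2 on chromosome 9 from 41536716 to 41536811, and Mirlet7f-2 on chromosome X from 151912346 to 151912428, in an intron of Huwe1.

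**Figure D1:**
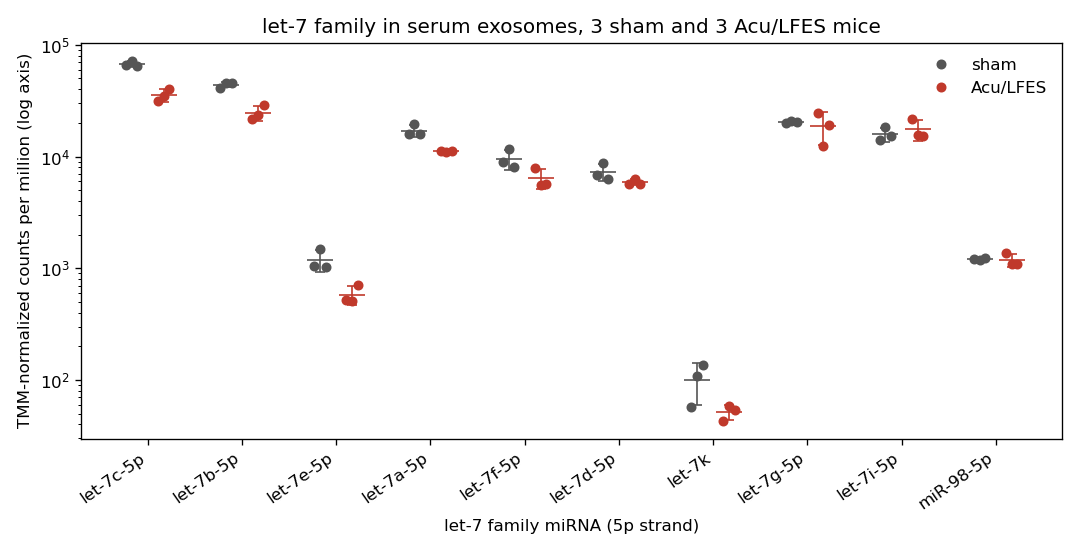
TMM-normalized CPM (log axis) of the 10 tested let-7 5p members in serum exosomes, 1 point per mouse (3 sham in grey, 3 Acu/LFES in red), with the mean as a horizontal line and the SD as a bar. For let-7c-5p, let-7b-5p, let-7e-5p, let-7a-5p and let-7f-5p every Acu/LFES point lies below every sham point, which does not hold for shares of counts without TMM; for let-7d-5p, let-7g-5p, let-7i-5p, let-7k and miR-98-5p the groups overlap, and with library totals alone the fold changes of let-7d-5p, let-7g-5p and miR-98-5p are above 0.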

To verify the deep-sequence data, we measured let-7c-5p miRNA by real time qPCR in RNA from serum exosomes of sham and Acu/LFES mice. The expression of let-7c-5p was decreased 75% in the serum exosomes from Acu/LFES mice vs. sham mice (Figure 4A). To validate whether Acu/LFES also altered let-7 miRNA in muscle tissue, the expression of let-7c-5p was measured in skeletal muscle of mice. In gastrocnemius, the expression of let-7c-5p was significantly decreased at 0–, 6–, 24– and 48-h after treatment (Figure 4B). In triceps brachii muscle decrease of let-7 in response to Acu/LFES was apparent at 0–, 6– and 24-h points but not at later time points (Figure 4C).

**TABLE 1:** Let-7s are decreased by Acu/LFES in serum exosome.

**miRNA**	**Base mean**	**Log2 fold change (control/ACU-LFES)**	LfcSE*	Stat**	*p* value***
mmu-let-7c-5p	28,184.6	0.928507	0.218726	4.24507	2.19E-05
mmu-let-7b-5p	18,811.7	0.853183	0.225057	3.79096	0.00015006
mmu-let-7e-5p	480.613	1.01145	0.297435	3.40058	0.00067243
mmu-let-7a-5p	7,705.88	0.640478	0.213673	2.99747	0.00272233
mmu-let-7f-5p	4,335.76	0.590771	0.271134	2.17889	0.0293401
mmu-let-7k	40.8737	0.819582	0.484445	1.6918	0.0906847
mmu-let-7f-5p	4,335.76	0.590771	0.271134	2.17889	0.0293401
mmu-let-7d-3p	2,012.34	0.501061	0.273758	1.83031	0.0672043
mmu-let-7k	40.8737	0.819582	0.484445	1.6918	0.0906847
mmu-let-7d-5p	3,591.96	0.338747	0.229611	1.47531	0.14013
mmu-let-7f-1-3p	3.59731	–0.580753	0.45081	–1.28824	0.197661
mmu-let-7e-3p	17.7148	–0.61289	0.583092	–1.0511	0.293212
mmu-let-7a-1-3p	153.433	–0.368842	0.396564	–0.930093	0.352323
mmu-let-7a-1-3p	153.433	–0.368842	0.396564	–0.930093	0.352323
mmu-let-7c-2-3p	153.433	–0.368842	0.396564	–0.930093	0.352323
mmu-let-7a-2-3p	1.01045	–0.241443	0.324752	–0.743471	0.457197
mmu-let-7f-2-3p	1.05089	–0.243161	0.325405	–0.747256	0.454909
mmu-let-7j	7.3655	–0.38925	0.59186	–0.657673	0.510748
mmu-let-7b-3p	44.5565	0.32332	0.567	0.57023	0.568522
mmu-let-7g-5p	10,722.1	0.148303	0.295198	0.502383	0.615398
mmu-let-7i-3p	5.12321	–0.181665	0.503983	–0.360458	0.718505
mmu-let-7c-1-3p	5.37882	–0.140332	0.513847	–0.273101	0.784776
mmu-let-7i-5p	9,099.88	–0.116069	0.257261	–0.45117	0.865412
mmu-let-7g-3p	0	0	0	0	0

*LfcSE is the standard error of log2 fold change estimate. **Stat = Wald statistic. ***p value = Wald test.

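The other let-7 strands in the table were not distinguishable between the groups. Among 5p members, the log2 fold change was -0.30 (standard error 0.211) for let-7d-5p, -0.12 (standard error 0.267) for let-7g-5p, 0.16 (standard error 0.235) for let-7i-5p and -0.95 for the scarce let-7k. miR-98-5p, a family member outside the table, was at -0.02. With library totals alone, let-7d-5p and let-7g-5p turned to 0.16 and 0.39, and let-7i-5p was at -0.06 without Acu/LFES replicate 4. Of the passenger (3p) strands, 4 had enough counts to test, none passed, and 2 lay below 0 and 2 above 0: let-7d-3p at -0.46, let-7b-3p at -0.45, let-7a-1-3p at 0.39 and let-7e-3p at 1.5 (fry over the list, adjusted p = 0.721). let-7b-3p turned to 0.87 without sham replicate 3 and to 0.42 with limma-voom. let-7d-5p was at -0.15 without sham replicate 2 and let-7k at -0.62 without sham replicate 3. let-7e-3p was at 7.72 without sham replicate 1, 0.97 without sham replicate 2 and 3.05 with limma-voom, and let-7a-1-3p at 0.11 without sham replicate 1 and 0.71 without sham replicate 3. let-7c-2-3p carried the same counts as let-7a-1-3p, and let-7g-3p had 0 counts in every library. let-7f-1-3p, let-7a-2-3p and let-7f-2-3p had 0 counts in all sham libraries and at most 22, 8 and 7 in an Acu/LFES library. Along with let-7j, let-7i-3p and let-7c-1-3p they were too scarce to test.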

**FIGURE 4:**
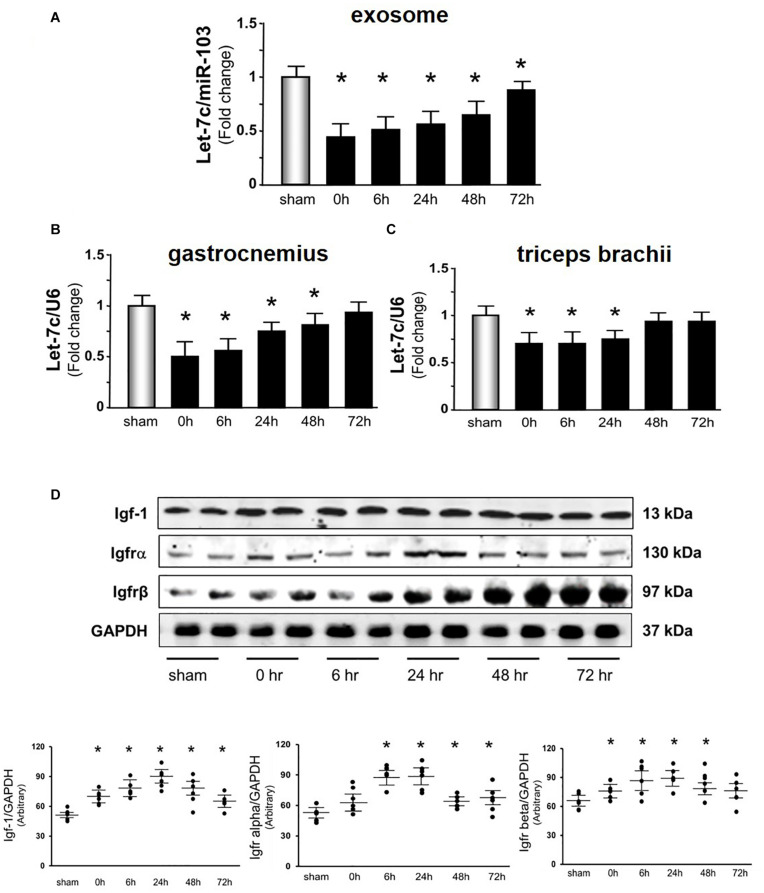
Acu/LFES decreased let-7 in serum exosome and skeletal muscles. Total RNA was isolated from serum exosomes **(A)**, gastrocnemius muscle **(B)** and triceps brachii muscles **(C)** of sham and Acu/LFES treated mice. The expression of let-7c-5p was assayed by real time qPCR. The bar graph shows microRNA from the exosomes of Acu/LFES mice compared with levels in shams (defined as onefold). Results are normalized to miR-103a for serum and U6 for muscle (Bars: mean ± SE.; *n* = 6/group; *p < 0.05 vs. sham). **(D)** Protein was isolated from gastrocnemius muscle. Igf1, Igfrα and Igfrβ measured by Western blots. The point graph of protein showed the change of the density of proteins normalized to their corresponding GAPDH protein Data is provided in arbitrary units. (*n* = 6/group; *p < 0.05 vs. sham).

According to a miRNA database search, let-7-5p targets insulin-like growth factor 1, and Igf1 receptor (Igf1r) (Lewis et al., 2005). Since microRNA inhibits protein translation of their targets mRNA, a decrease of let-7 could release the inhibition of protein translation and results to increase targeted proteins, Igf-1 in this case. To identify whether Acu/LFES alters the translation of Igf-1, the amount of Igf1 and Igf1 receptor α and β subunits were measured by western blot (Figure 4D). Igf-1 was significantly increased immediately after Acu/LFES and persisted to the 72-h point. The increase in Igf-1r α subunit was detected from 6– to 72-h, and β subunit was from 0– to 48-h after Acu/LFES.

### Overexpressing let-7c-5p Decreased Protein Synthesis in Cultured C2C12 Myotubes

To examine whether let-7 could change protein synthesis, we transfected let-7c-5p miRNA mimic or its inhibitor into cultured C2C12 cells. First, we tested whether let-7c-5p was successfully overexpressed. The expression of let-7 was increased 10.2-fold in the cells transfected with let-7c-5p mimic, and 15% decreased following transfection of the let-7 inhibitor compared with the control mimic group (Figure 5A). Second, we measured protein synthesis using puromycin incorporation and found that overexpressing let-7 significantly decreased protein synthesis. Inhibition of endogenous let-7c-5p increased protein synthesis 1.28-fold (Figure 5B).

**FIGURE 5:**
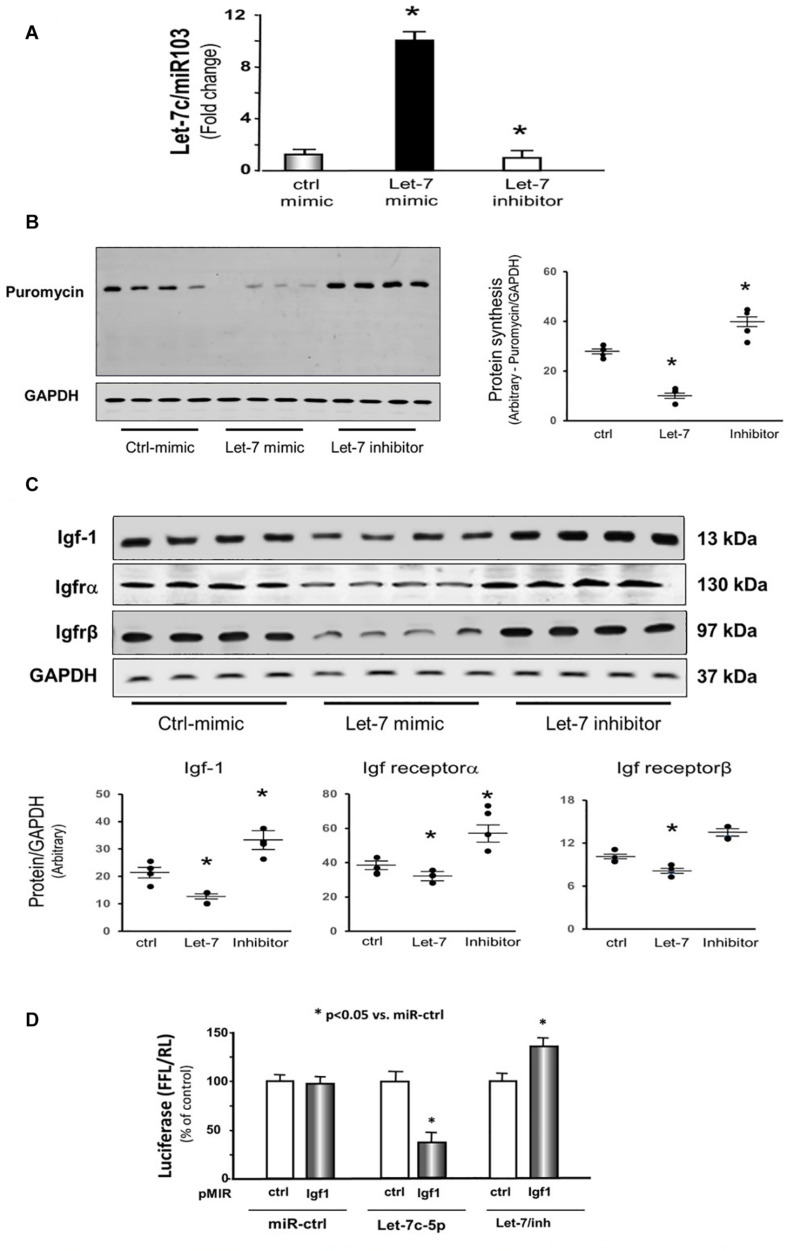
Provision of let-7 inhibited Igf-1, Igfrα and Igfrβ in cultured C2C12 myotubes. **(A)** Total RNA was isolated from C2C12 myotubes transfected with control/mimic, let-7-5p/mimic and let-7/inhibitor. The expression of let-7-5p was assayed by real time qPCR. The bar graph shows let-7-5p from different group compared with levels in control/mimic (defined as onefold). Results are normalized to miR103 (Bars: mean ± SE; *n* = 4/group; *p < 0.05 vs. control/mimic). **(B)** Protein was isolated from the C2C12 myotubes transfected with control/mimic, let-7-5p/mimic and let-7/inhibitor. Puromycin was added into cell culture medium (1 μg final concentration) exactly 30 min before harvesting the cells. Puromycin in cell lysates was measured by Western blots. The point graph of incorporate puromycin into myotube shows the change of the density of puromycin protein normalized to their corresponding GAPDH protein (*n* = 4/group; *p < 0.05 vs. sham). **(C)** Protein was isolated from the C2C12 myotubes transfected with control/mimic, let-7-5p/mimic and let-7/inhibitor. Igf-1, Igfrα and Igfrβ in myotube lysates was measured by Western blots. The point graph showed the change of the density of each protein normalized to their corresponding GAPDH protein. Data is provided in arbitrary units. (*n* = 6/group; *p < 0.05 vs. control/mimic). **(D)** C2C12 cells were transfected with luciferase pMIR–ctrl vector (white bars) or the vector containing the 3′-UTR of Igf1 (pMIR-Igf: black bars). Cells were co-transfected with control mimic (miR-ctrl), let-7c-5p or let-7 inhibitor. Luciferase activity in cells that received the pMIR–ctrl with miR-ctrl was designated as the 100% (far left white bar). The other bars show the response to let-7 expressed as a percent of this control. Triplicate determinations were made in each condition and each experiment was repeated twice; the firefly luciferase (FFL) results were normalized by renilla luciferase (RL) activity. Data: mean ± SE; *n* = 9; * = *p* < 0.05 vs. pMIR-ctrl + miR-ctrl.

### Provision of let-7 Inhibited Insulin/Igf-1 Signaling Pathway Components in Cultured C2C12 Myotubes

Since decreasing let-7-5p showed upregulation of insulin/Igf1 signaling pathway in animals, the protein and mRNA levels of these targets were investigated in the cultured cells. Providing let-7c-5p to the C2C12 myotubes in culture resulted in a decline in the protein abundance of Igf1, Igf1r α and β subunits (Figure 5C). Conversely, decreasing endogenous let-7 expression by transfection of the let-7 inhibitor raised the amount of Igf1 and Igf receptorα (Figure 5C). The 3′-UTR of Igf1 contains a conserved binding site for let-7 miRNA according to a consensus sequence search. To experimentally confirm that let-7c-5p directly interacts with the Igf1 mRNA. The Igf1 target site of let-7 (1,360–1,367 nt on Igf1 3′-UTR) was cloned into a luciferase reporter construct (pLUC-Igf1/3UTR). When cells were transfected with pLUC-Igf1/3UTR along with let-7c-5p miRNA, luciferase activity was decreased. However, when cells were transduced with an Igf1-luciferase construct along with let-7c inhibitor, luciferase activity was enhanced (Figure 5D). These results confirmed that let-7-5p directly targets Igf1 and blocks its translation.

## Discussion

In this study, we provide evidence showing that Acu/LFES administered to the hind limb muscles results in enhanced protein synthesis in both hindlimb and forelimb of mice. In addition, we showed that the treatment decreases circulation of let-7 miRNA in exosomes, which has the potential to influence distant muscles. A decrease in let-7 would increase the production of Igf-1 and Igf-1r; therefore, the consequence of let-7 inhibition would be increased protein synthesis.

It is well known that resistance exercise increases muscle mass through upregulation of the IGF-1 signaling pathway. Many tissues secrete Igf-1, including liver and skeletal muscle. Circulating Igf1 is largely contributed by the liver. However, skeletal muscle protein synthesis does not depend on plasma Igf1 (Sjogren et al., 1999). Instead, intrinsic secretion of muscle Igf-1 is a key determinant for activation of protein synthesis in muscle. Activation of the Igf-1 pathway results in phosphorylation of Akt, followed by upregulation of the mechanistic target of rapamycin complex 1 (mTORC1) (Morton et al., 2016). In our study, we found that Acu/LFES mimics resistance exercise, in that it upregulates the Igf-1 signaling pathway for at least 48 h leading to increased protein synthesis. The half-life of IGF-1 is only 5–10 min (Morimoto et al., 2005), so how is the increased protein synthesis supported for 48–72 h? We believe the key is the Acu/LFES -induced decrease in let-7 (Figure 4A) that results in increased levels of Igf-1 for 48–72 h and the consequent activation of protein synthesis (Figure 1A). The lower level of circulating let-7 would remove a repressive effect resulting in activation of Igf-1/Akt/mTORC1 signaling in distant muscles. In addition, the mTOR-dependent protein synthesis pathway is upregulated in 24-h, but increased protein synthesis persists for up to 72-h. We don’t have an explanation for this phenomenon. Possibilities are that the Acu/LFES upregulation of protein synthesis levels are related to an mTOR-independent regulation. Alternatively, they may reflect a process that is begun by increasing mTOR that remains in effect beyond the initial stimulation. This is suggested by the fact that the protein synthesis levels, while significantly elevated, are not at as high a level as when mTOR is activated. Unraveling how mTOR signaling contributes to the protein synthesis during Acu/LFES needs further study. The important point is that patients with severe diseases that have muscle wasting frequently are unable to exercise to stimulate protein synthesis so it is important to explore other treatments that will provide them with a similar benefit. Acu/LFES will help them to increase muscle protein synthesis and prevent muscle wasting.

The let-7 family is involved with maintenance of muscle mass. An increase in let-7 is often associated with muscle loss. Oculopharyngeal muscle dystrophy patients have significantly increased expression of let-7 (Cappelletti et al., 2019). Muscle biopsy studies found that the expression of let-7s was increased in the skeletal muscle in humans with lower limb immobilization (D’Souza et al., 2018). However, there is some controversy about this role. In healthy men with 21-days bed rest let-7 was increased (Rullman et al., 2016); but in another study, the expression of let-7 was decreased in skeletal muscle at 10-days of bed rest in healthy man (Rezen et al., 2014). Our current study found that four members of the let-7 family were decreased in Acu/LFES mice. These changes were associated with an increase in protein synthesis and upregulation of the Igf-1 signaling pathway.

The impact of let-7 on the Igf1 signaling pathway could differ in various tissues. Our current study indicates that let-7c-5p directly targets Igf1 and inhibits its translation in skeletal muscle. The consequence of inhibiting Igf1 is inhibition of the downstream signaling pathway. For example, decreasing the activity or availability of the signaling pathway component mTORC1 would suppress protein synthesis, which is what we see in our Acu/LFESmice. The mTORC1 complex is a key player in nutrient status, and when activated, mTORC1 promotes protein synthesis, lipogenesis, and energy metabolism (Laplante and Sabatini, 2012). Some investigators have demonstrated that let-7 represses mTOR activation without turning off the insulin-signaling pathway in brain (Dubinsky et al., 2014). However, other recent articles describe let-7 directly targeting Igf-1 and/or Igf-1 receptor in human colorectal cancer cell proliferation (Samadi et al., 2019) in endometrial stromal cells (Ghazal et al., 2015) and in cultured testicular fragments (Shen et al., 2014). Another study showed that elevated let-7 expression increased insulin resistance while inhibition of the let-7 reduced insulin resistance and improved glucose uptake in the diabetic myocardium through Akt and mTOR pathways (Li et al., 2016). In our hands, Acu/LFES-induced decreased let-7 at 48 h, but increased Igf-1 for up to 72-h. This could suggest that Acu/LFES-mediated upregulation of Igf-1 is not only dependent on let-7 but has multiple regulatory pathways. This needs further investigation. Acu/LFES uses low-voltage electric currents in acupuncture points to treat a wide range of conditions. We used Acu/LFES for treat CKD-induced muscle wasting. Several alternate electric stimulations have also been used in clinical settings to treat different diseases, including muscle atrophy (Doucet et al., 2012). Transcutaneous electrical nerve stimulation (TENS) therapy involves the use of low-voltage electric currents to treat pain (Gibson et al., 2017). Neuromuscular electrical stimulation (NMES) was used to build muscle strength after surgery or a period of disuse (Doucet et al., 2012). However, these treatments are different from Acu/LFES. Both TENS and NMES are non-invasive while Acu/LFES employs a direct insertion of a needle into the muscle. They also have different targets. TENS is specifically targeting the sensory nerves, which are responsible for sending pain-stop signals to the brain. NMES targets the muscle itself, specifically through the motor nerves to improve muscle regeneration. Acu/LFES targets acupuncture points (explained in the next paragraph). Some investigators performed NMES in hemodialysis patients and found that NMES increased quadriceps muscle area and maximum quadriceps extension strength compared with control patients (Esteve et al., 2017). However, there has been no study that directly compares Acu/LFES with NMES, and there is no study that examines the impact of the NMES on exosome release or exosome carried microRNA. Therefore, we cannot exclude the possibility that external electrical stimulation such as NMES may have beneficial effects similar as Acu/LFES. In this work we provide evidence that Acu/LFES can improve muscle health and may offer therapeutic options in the clinic.

Electrical Acupuncture involves the insertion of very thin needles through the skin at strategic points on the body; it is part of the ancient practice of Traditional Chinese Medicine. The most common role of acupuncture is to treat pain, for stress management and for overall wellness. Traditional Chinese Medicine practitioners believe the human body has more than 2,000 acupuncture points connected by channels or meridians, named Jing-Luo (collaterals). These channels create an energy flow (Qi, pronounced “chee,” which means energy flow) through the body that is responsible for overall health. Disruption of the energy flow can cause disease. By applying Acu/LFES to certain points, it is thought to improve the flow of Qi, thereby improving health for distant organs. However, no anatomy study has identified structural components of the Jing-Luo in the human body. 

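Across the exosome cargo, no miRNA passed the test over all 255, and those with the smallest p ranged from abundant let-7 members with moderate folds to miR-34a-5p and miR-323-3p, which had 0 counts in sham mice. edgeR's quasi-likelihood test called 0 at an adjusted p under 0.05 (smallest 0.198), with 24 at an unadjusted p under 0.05, of which 8 were lower and 16 higher. Chance gives 12.75 if miRNAs vary independently. A split that mixed the groups, replicates 1, 4 and 6 against the rest, also gave 24. DESeq2, which gave no adjusted p for 104 of the 255, called 11, of which 6 were lower and 5 higher. limma-voom called 2, both lower (let-7c-5p and let-7b-5p). The miR-148 family, miRNAs with a shared seed, was higher as a set in Acu/LFES mice (fry, adjusted p = 0.0216 over 16 lists; camera, adjusted p = 0.0323, and adjusted p = 0.349 with an estimated correlation). Its members miR-148b-3p and miR-152-3p had log2 fold changes of 1.21 (0.80 without Acu/LFES replicate 5) and 1.08 (1.75 without sham replicate 1), and 1 member, miR-148a-3p, passed when adjusted over the list alone. The list was written with the heat map in view, and the set test was lost with library totals alone (adjusted p = 0.148) and without any 1 of sham replicates 2 and 3 and Acu/LFES replicates 4, 5 and 6 (adjusted p from 0.0801 to 0.144). No other list passed fry's test of 1 direction, while let-7 5p passed camera with the preset correlation and fry's test of change in either direction (adjusted p = 0.0187). Among muscle miRNAs, the log2 fold changes were -0.76 for miR-206-3p, -0.03 for miR-133a-3p and 0.00 for miR-1a-3p (3 tested, 0 called, also when adjusted over the list alone, and 0 at an unadjusted p under 0.05; fry, adjusted p = 0.721). miR-206-3p turned to 0.085 without sham replicate 3, and miR-133a-3p lay above 0 with library totals alone. Erythrocyte miRNAs (6 tested) included miR-486a-5p at -0.64, miR-451a at 0.35, miR-25-3p at 0.14 and miR-92a-3p at 0.43 (fry, adjusted p = 0.721). Lists for leukocytes (9 tested) and liver (3 tested, miR-122-5p at -0.67) also had an adjusted p of 0.721 in fry. The leukocyte miRNAs had a median log2 fold change of -0.38, with 6 below 0 and 3 above 0 (miR-223-3p at 0.09). Of the remaining abundant miRNAs, miR-30d-5p was at -0.15, miR-21a-5p at 0.43 and miR-328-3p at -0.14. With library totals alone, miR-122-5p, miR-30d-5p and miR-328-3p lay above 0. Leaving out Acu/LFES replicate 5 gave -1.27 for miR-486a-5p, 0.72 for miR-21a-5p and -0.054 for miR-30d-5p, while miR-486a-5p was at -0.13 without Acu/LFES replicate 6 and miR-21a-5p at 0.028 without Acu/LFES replicate 4. Lower in Acu/LFES mice without passing edgeR's test were miR-30c-5p at -0.56, which DESeq2 called (adjusted p = 0.0410), and miR-423-5p at -0.65 (-0.15 and -0.20 with library totals alone), and the scarce miR-5107-5p at -2.32 and miR-25-5p at -1.63.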

In this study, we found that electrical acupuncture changes the exosome concentration, size, and cargo, such as microRNA, that is in the circulation. We believe that muscle-derived exosomes in circulation play a role in Jing-Luo and exosome-carried cargo plays a role in Qi. This is a new concept to explain ancient medicine.

A consideration in this study is that we used GW4869 to inhibit exosome secretion, since it is the most widely used pharmacological agent for blocking exosome generation. However, GW4869 inhibits sphingolipid metabolism. Sphingolipids are capable of modulating multiple cell functions, such as apoptosis, cell proliferation, differentiation, and inflammation and have a broad role in skeletal muscle (Tan-Chen et al., 2020). Therefore, the potential of the Acu/LFES to influence muscle that is distant from the Acu/LFES origin site through a non-exosome mechanism needs further study.

### Conclusion

Acu/LFES in the hindlimb releases exosomes into the circulation where it could move to and influence distant muscle and increase protein synthesis. The increase in protein synthesis in response to Acu/LFES is a consequence of the decrease in exosome-carried let-7-5p miRNA. Since let-7 targets and inhibits Igf-1 signaling pathway, limitation of let-7 upregulates this pathway and leads to increased protein synthesis. Our study provides strong mechanistic insight for understanding the benefits of treating muscle atrophy with Acu/LFES.

## Materials and Methods

### Animals

These experiments were approved by the Emory University IACUC (protocol 4000152). The mice (C57BL/6J) were purchased from Jackson Laboratories (Bar Harbor, ME, United States) and were housed with a 12-h light/12-h dark cycle. GW4869, an inhibitor of exosome release, was purchased from Sigma-Aldrich. GW4869 was initially dissolved in DMSO into a stock solution of 200 mM before dilution in PBS to 20 μM for final injection and final DMSO concentration is 0.01%. The impact of vehicle (0.01% DMSO) on exosome secretion has also be tested in mice (Supplementary Figure 4).

### Acu-LFES Treatment

The mice were kept in specially designed restraints so that they would remain in a recumbent position during Acu-LFES treatment. Mice were awake without any anesthesia and appeared to be comfortable throughout the treatments. Electrical acupuncture points were according to the WHO Standard Acupuncture guidelines (Lim, 2010). The positive point (anode: Yang-Ling-Quan, GB34) is in the hollow of the exterior-inferior of the caput fibulae about 6 mm deep. This position is close to the superficial fibular nerve and deep fibular nerve. The negative point (cathode: Zu-San-Li, ST36) is 5 mm beneath the capitulum fibulae and located laterally and posterior to the knee-joint about 7 mm deep and close to fibular nerve. The impulses were delivered between the two electrical acupuncture needles. Disposable sterile needles with a diameter of 0.25 mm (Shen Li Medical and Health Material Co., Ltd., Wujiang, China) were used. The needles were connected into an SDZ-II Electronic acupuncture instrument using consistent pulse, electric frequency 20 Hz, electric current 1 mA for 30 min (Hu et al., 2015). Sham mice had Acu/LFES needles inserted in close proximity to the ACU/LFES insertion position, needles were connected to the LFES device, but electrical stimulation was not applied.

### Determination of Protein Synthesis by Puromycin Incorporation

To determine the rate of protein synthesis we utilized surface sensing of translation (SUnSET) methodology (Goodman et al., 2011). *In vivo*, 0.04 μmol/g puromycin (Calibiochem, Catalog #: 540222) was injected intraperitoneally into mice 30 min before harvest of skeletal muscle. Muscle was harvested at 0, 6, 24, 48 and 72 h after treatment and homogenized in Mueller’s Buffer (50 mM HEPES, 0.1% Triton-X100, 4 mM EGTA, 10 mM EDTA, 15 mM Na4P2O7, 100 mM β-glycerophosphate, 20 mM NaF, 5 mM NaVO4 and 1% protease inhibitor cocktail). *In vitro*, C2C12 myotubes were grown in 6-well plates. Puromycin was added into the cell culture medium (1 μM final concentration) exactly 30 min before harvesting the cells. Cells were scraped into ice-cold RIPA buffer (100 μl for one well of a 6-well plate) followed by ultrasound sonication on ice. Puromycin-containing proteins were analyzed by Western blot. Proteins were separated on 10% SDS-PAGE gels. Anti-puromycin antibody was purchased from Millipore (Catalog #: MABE343; Burlington, MA, United States).

### Western Blot and Antibodies

Skeletal muscle or cells were homogenized in Gentle Lysis Buffer (10 mM Tris–HCl, 10 mM NaCl, 2 mM EDTA, 0.5% NP-40, 1% glycerol, and fresh added: 1 mM Na3VO4; 10 μg/ml PMSF; 5 μg/ml Aprotinin; 1 μg/ml Leupeptin) with phosphatase inhibitors cocktail 1 and 2 (Sigma). Protein concentration was measured using a RC-PC protein assay kit (Bio-Rad). Equal amounts of protein were loaded on the acrylamide/bis SDS-PAGE gel. Protein was transferred to a PVDF membrane and blotted with a specific primary antibody. Primary antibodies: (1:1,000 dilution except where indicated) that we used included mTOR (cat# 2972), p-mTOR (Ser2448; cat# 2481), 70S6K (cat# 9202); p-p70S6K (Thr389; cat# 9205), 4E-BP1 (53H11; cat# 9644); phospho-4E-BP1 (Thr37/46; Cat# 2855) from Cell Signaling; GAPDH (SC-365062), igfra (SC-712) and igfrb (SC-713) from Santa Cruz). Anti-IGF1 antibody (ab9572) was purchased from Abcam). Protein bands were scanned and quantified using the Li-cor Odyssey infrared scanning system (Li-COR Biosciences, Lincoln, Nebraska).

### Isolation of Exosome

Exosomes were harvested from mice serum or conditional medium of cultured C2C12 myotubes. Mice sera were obtained from heart puncture. 0.5 ml serum from each mouse was diluted 5-times with PBS before isolation of exosomes. For purification and characterization of exosomes from serum or conditional medium, cell debris and organelles were eliminated by centrifugation at 1,000 *g* for 10 min, 4°C. The supernatant fraction was further centrifuged at 16,000 *g* for 30 min. The second supernatant was sterile filtered through a 0.22 μm filter. Exosomes were pelleted at 120,000 *g* for 90 min at 4°C (L8-70M ultracentrifuge, Beckman-Coulter, Indianapolis, IN, United States). Finally, the exosome pellet was re-suspended in 100-400 μl RNA stabilization reagent (Qiagen, Germantown, MD, United States) for RNA extraction or sterile PBS for other experiments. Exosomal size and concentration were verified using a NanoSight instrument (Malvern, Westborough, MA, United States) and an exosome marker (TSG101) was assessed by Western blot (Su et al., 2018) and exosome images taken by electro-microscopy (Supplementary Figure 3). Exosomes were also isolated from serum of vehicle (0.01% DMSO) injected mice. There are no significant differences in exosome size and concentration between vehicle injected and non-injected mice (Supplementary Figure 4).

### Reverse Transcription and Quantitative PCR (q-PCR) for MicroRNA and mRNA

Total RNA was extracted using Tri-Reagent (Molecular Research Inc., Cincinnati, OH, United States). For miRNA, the miRCURY LNA^TM^ Universal cDNA Synthesis kit (Exiqon Inc., Woburn, MA, United States) was used for reverse transcription of miRNA. The primers were purchased from Exiqon. The miRCURY LNA microRNA PCR SYBR Green master mix (Exiqon Inc.) was used for qPCR with the following cycle parameters: 95°C for 10 min and 40 cycles at 95°C for 10 s and 60°C for 60 s. Expression of individual microRNA was standardized to the mouse U6 gene (tissue) or miR103 (serum) (Hu et al., 2015; Su et al., 2017). For mRNA we used a Thermoscript RT-PCR kit (Invitrogen, Carlsbad, CA, United States). Real-time qPCR was performed with SYBR Green PCR Reagents (Bio-Rad, Hercules, CA, United States) using the following cycle parameters: 94°C for 2 min and 40 cycles at 94°C for 15 s, 55°C for 30 s, 72°C for 30 s with final extension at 72°C for 10 min. The quantification cycle (Cq) values were defined as the number of cycles required for the fluorescence signal to exceed the detection threshold. Individual miRNA or mRNA expression was calculated as the difference between the threshold values of the two genes (2-Δcq). Melting curve analysis was routinely performed to verify the specificity of the reaction. Let-7-5p (YP00204767) was ordered from Qiagen (Germantown, MD, United States).

### miRNA-Seq Library Preparation and Sequencing

Qualitative and quantitative analysis of the total RNA was performed using the Thermo Nanodrop 2000 and Agilent 2100 Bioanalyzer respectively. Small RNA libraries were prepared using the SeqMatic tailormix miRNA sample preparation kit (SeqMatic. Union City, CA, United States) as per manufacturer’s instructions. Briefly, 100 ng of total RNA was used for library preparation. Small RNA’s were ligated with Illumina compatible adapters and each sample was tagged with a unique barcode to allow multiplexing. The adapter-ligated libraries were then enriched using PCR amplification followed by gel enrichment for mature miRNA library. The amplified library was validated using a High Sensitivity DNA chip on the Agilent Bioanalyzer. The libraries were further quantified on Qubit^®^ 2.0 Fluorometer (Life Technologies, Grand Island, NY, United States) using the High Sensitivity dsDNA assay. Libraries from all the samples were multiplexed and run in a single lane of Illumina 3K flowcell. PhiX was used as an internal control on each lane to monitor the error statistics. Cluster generation was performed on the v3 flowcell on the Illumina cBot. The clustered flowcell was sequenced on the Illumina HiSeq3000 system as a 100-cycle single read multiplexed run.

### Cell Culture

C2C12 cells (ATCC, Manassas, VA, United States), studied between passages 3 and 9, were cultured in growth medium (Dulbecco’s Modified Eagle’s Medium (DMEM) with 10% fetal bovine serum, 10% cow serum, 25 mM glucose, 100 u/ml penicillin, 100 μg/ml streptomycin, and 2 mM L-glutamine). Myotube differentiation was induced by replacing growth medium with differentiation media (FBS and cow serum was replaced by 2% horse serum). For *in vitro* let-7 overexpression and inhibition, mmu-let-7c-5p mimic (miRBase Accession #: MIMAT0000523; cat: 4464066), mmu-let-7c-5p inhibitor (Catalog #: 4464084), miRNA mimic negative control #1 and miRNA inhibitor negative control #1 were purchased from Thermo Fisher Scientific (Waltham, MA, United States). For transfection, C2C12 cells in growth medium were seeded in 6-well plates and transfected using Effectene transfection reagent (Qiagen, Valencia, CA, United States). Cells were harvested 48 h after transfection and assayed for microRNA, mRNA and protein.

### Luciferase Reporter Assay and Transfection

Effectene transfection reagent was used for transfection (Qiagen). Renilla luciferase vector was used for transfection efficiency control. Firefly and Renilla luciferase activities were measured by dual-luciferase assays (Promega) using TD-20/20 Luminometer (Turner designs, Sunnyvale, CA, United States) (Du et al., 2014). The luciferase report vectors (pMIR-REPORT Luciferase) were purchase from Applied BIOSYSTEMS (Cat#: AM5795; Waltham, MA, United States). The construct was made by Emory Integrated Genomics Core. 

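Igf1 encodes insulin-like growth factor 1, a growth factor that raises protein synthesis in muscle. In GRCm38 with GENCODE M21 annotation it lies on chromosome 10 from 87858265 to 87937042 on the plus strand. Of its 7 transcripts with an annotated stop codon, 1 (Igf1-202, with a 3′-UTR of 6308 nt) holds a match to the let-7 seed, CTACCTC, and it holds 1. With the adenine that follows, the site reads CTACCTCA, at positions 1360 to 1367 of the 3′-UTR and 87932094 to 87932101 of chromosome 10, in exon 4 of 4. The sequence around it, from position 1330 to 1382, is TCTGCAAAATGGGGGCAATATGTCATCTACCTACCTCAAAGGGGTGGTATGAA. The 3′-UTR of the other annotated transcripts is at most 1101 nt long and has no seed match. An insert from position 1310 to 1417 is 108 nt long, spans 87932044 to 87932151 of chromosome 10 and holds 1 site, which starts at its base 51. The counts of exosome miRNAs do not measure Igf1 mRNA.

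**Figure D2:**
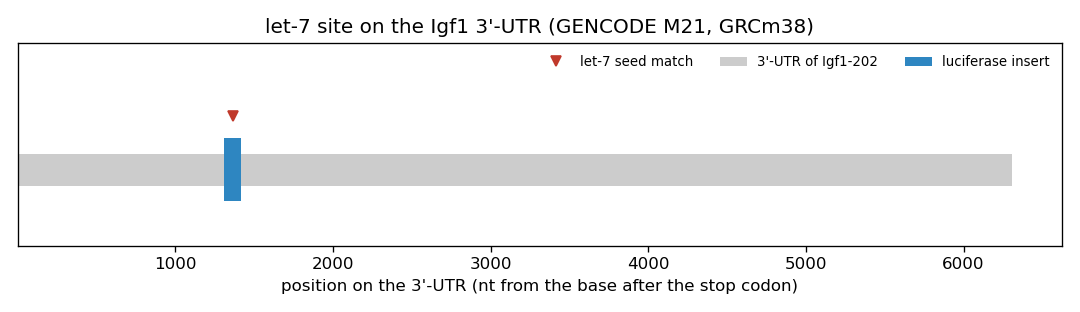
Map of the 3′-UTR of the mouse Igf1 transcript Igf1-202 (grey, 6308 nt, x axis in nt from the base after the stop codon), with the let-7 seed match (red) at 1360 to 1367 and the stretch from 1310 to 1417 (blue) used as the luciferase insert. The seed match lies inside the blue stretch.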

Since the Let-7c miRNA binding site on the 3′-UTR of Igf1 is located at 1,360–1,367, the custom-made vector (pLuc-Igf1-3 UTR) containing the firefly luciferase gene and the 3-UTR (1310-1417) of Igf1. The insert was cloned between the *Spe*I and *Hin*dIII of the multiple cloning sites.

### Statistical Analysis

Data are presented as mean ± se. To identify significant differences between two groups, comparisons were made by using the Student’s *t*-test. When multiple treatments were compared, ANOVA was performed with a *post hoc* analysis by the Student–Newman–Keuls test. Differences with *P* values < 0.05 were are considered significant.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE176530.

## Ethics Statement

The animal study was reviewed and approved by Emory University IACUC.

## Author Contributions

XW, CH, YH, and MY: conceptualization. CH, MY, and YH: methodology. XW, YH, MH, YW, and FH: validation. YH and MY: formal analysis. YH, MY, AK, HC, YW, and FH: investigation. XW and HC: resources. XW, YH, and MY: data curation. YH and MY: writing—original draft preparation. XW and JK: writing—review and editing. XW and HC: visualization and funding acquisition. XW: supervision. All authors contributed to the article and approved the submitted version.

## Author Disclaimer

The content is solely the responsibility of the authors and does not necessarily reflect the official views of the NIH, the Department of Veterans Affairs, or the United States Government.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Downregulation of let-7 by Electrical Acupuncture Increases Protein Synthesis in Mice
**Source:** Front Physiol. 2021 Aug 20;12:697139. doi: 10.3389/fphys.2021.697139
**Supplement:** Supplementary file 1

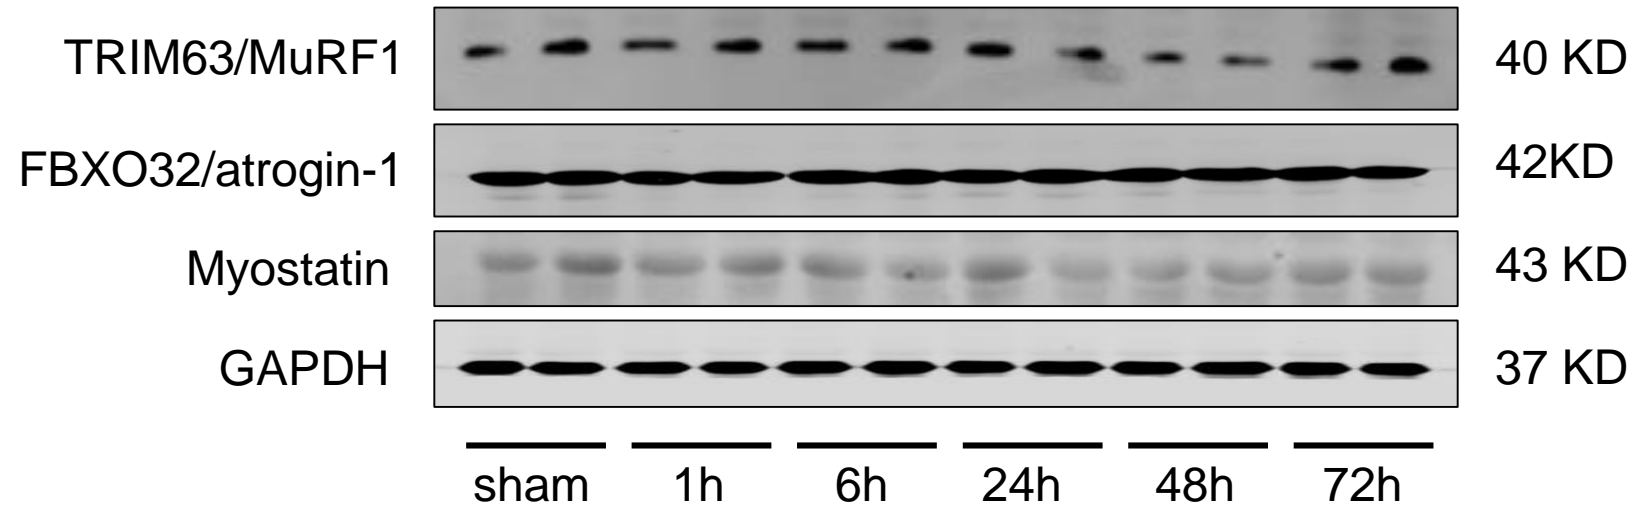

Supplementary Figure 1. Acupuncture does not change protein degradation markers in mice. Experiments were performed in the sham and Acu/LFES treated mice. Protein was isolated from the gastrocnemius muscle of mice immediately (0), 6-, 24-, 48- and 72-hours after Acu/LFES. The proteins TRIM63/MuRF1, FBXO32/atrogin-1 and myostatin were measured in skeletal muscle tissue lysates by Western blotting in sham and Acu/LFES mice.

## supplementary Figure 2: Let-7 is decreased in the serum exosome- supplement

Supplementary Figure 2. Four members of Let-7 microRNA family are decreased in the serum exosome. Total RNA was isolated from serum exosomes of sham and Acu/LFES-treated mice. microRNA deep sequencing was performed, and the heat map showed that four let-7 microRNA carried by serum exosome are decreased by Acu/LFES. Left 3 lanes: sham levels; right 3 lanes: Acu/LFES mouse levels. Green indicates decrease; red indicates increase.

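Beside the let-7 members, the heat map shows miR-375-3p, a miRNA of pancreatic islets and neuroendocrine cells, as lower, and 5 miRNAs as higher. miR-375-3p was at 635 ± 119 CPM (SD, n = 3 mice) in sham mice and 290 ± 31.8 (SD, n = 3) in Acu/LFES mice, a log2 fold change of -1.13 (standard error 0.302), or -0.66 with library totals alone. miR-148a-3p was at 387 ± 59.9 in sham and 761 ± 71.5 in Acu/LFES mice, a log2 fold change of 0.97 (standard error 0.275). After TMM the groups did not overlap for either, while as a share of counts miR-375-3p in Acu/LFES replicate 6 (0.0553%) was above sham replicate 2 (0.0359%). They had adjusted p of 0.198 and 0.224 from edgeR's quasi-likelihood test and 0.00368 for both from DESeq2. miR-34a-5p, a miRNA induced by p53, had 0 counts in every sham library and 26, 16 and 35 in the Acu/LFES libraries, which makes it at least 11.4-fold higher against a floor of 3 counts over the sham group. miR-323-3p, from the imprinted Dlk1-Dio3 cluster, had 0 counts in every sham library and 41, 10 and 29 in the Acu/LFES libraries, at least 11.8-fold higher. Each had an adjusted p of 0.198 in edgeR. DESeq2 gave neither an adjusted p (unadjusted DESeq2 p of 0.000405 for miR-34a-5p and 0.000587 for miR-323-3p). miR-154-5p (1, 0 and 0 counts against 20, 26 and 27) and miR-434-5p (0, 0 and 1 against 16, 22 and 48), from the same cluster, were below the filter and not tested. Floors and counts here cover counting error only. In the Dlk1-Dio3 list, 18 members were tested, 9 lay below 0 and 9 above 0, and 1 rose when adjusted over the list alone (miR-323-3p), with 0 over all tested miRNAs in edgeR and 2 higher at an unadjusted p under 0.05; DESeq2 called miR-434-3p (adjusted p = 0.0369). The fry test of that list gave an adjusted p of 0.612. These lists were written with the heat map in view.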

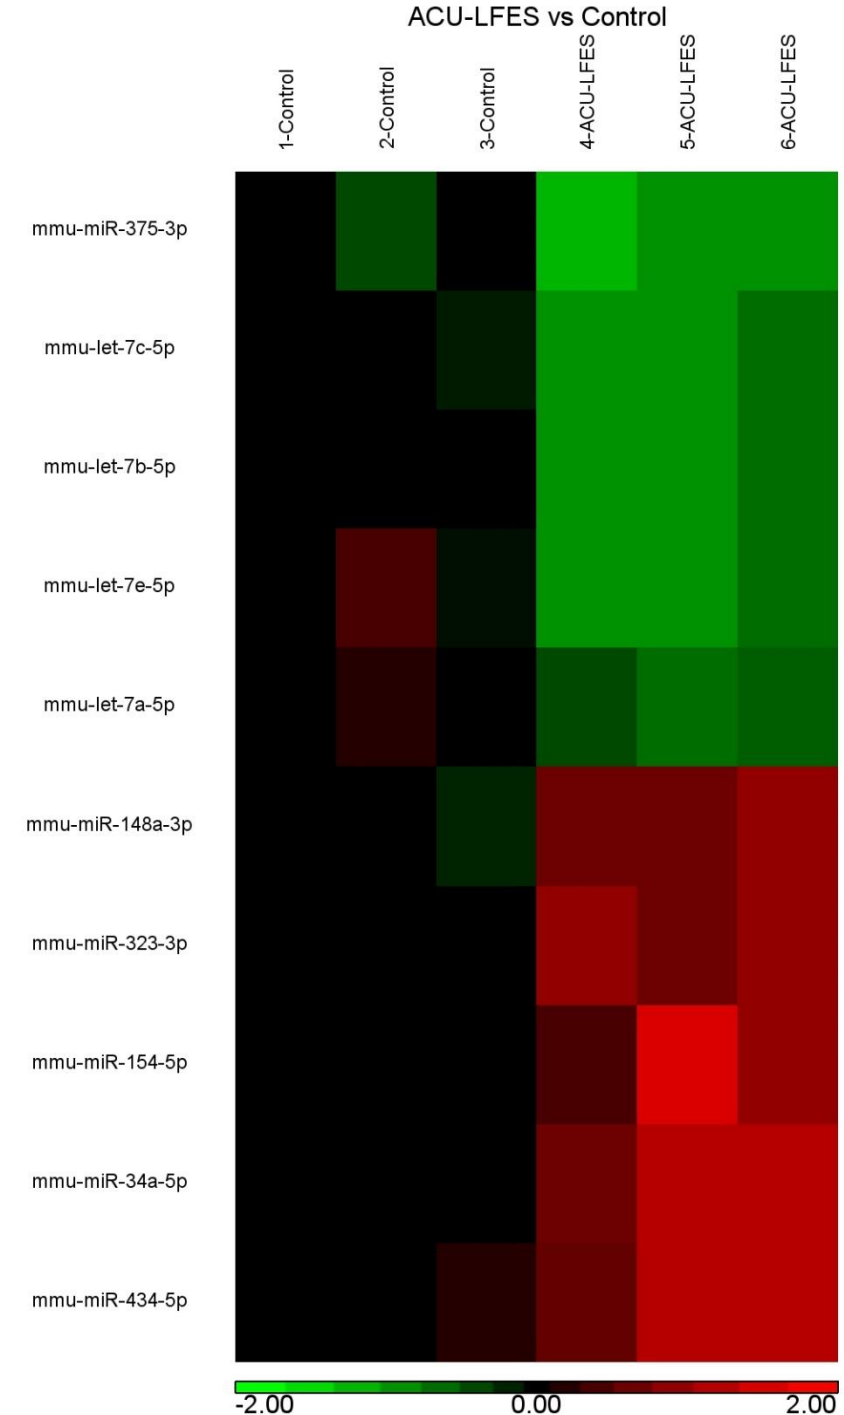

(A)

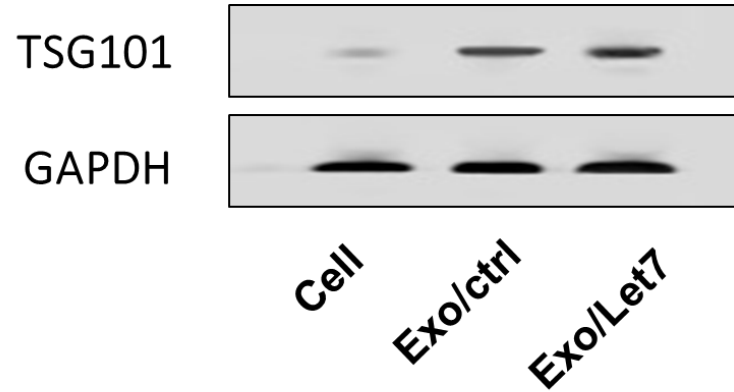

(B)

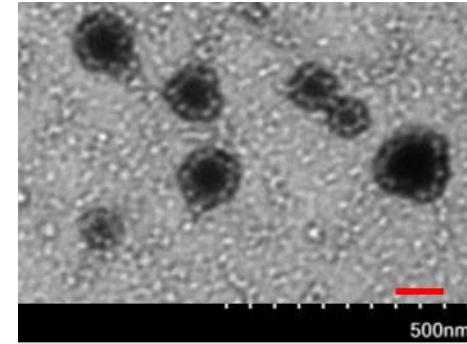

Supplement Figure 3: Exosome marker: the exosomes were harvested from culture conditional medium. The proteins from cultured cells and exosome were used to detect exosome marker protein, TSG101. The Western blot showed TSG101 abundance from cells, exosome with control microRNA mimic and with let-7 mimic. (B) Exosome image was taken by electron-microscope. The red scale bar indicate 100nm.

(A)

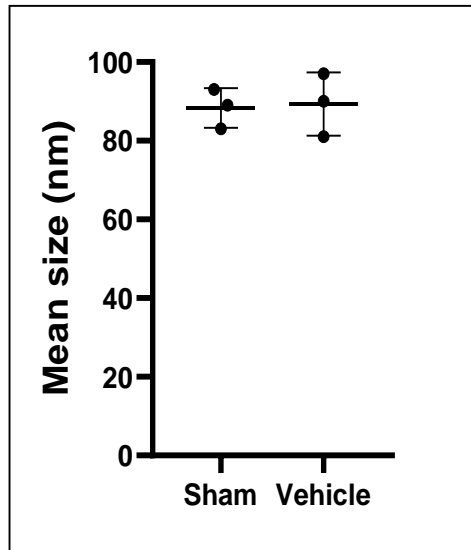

(B)

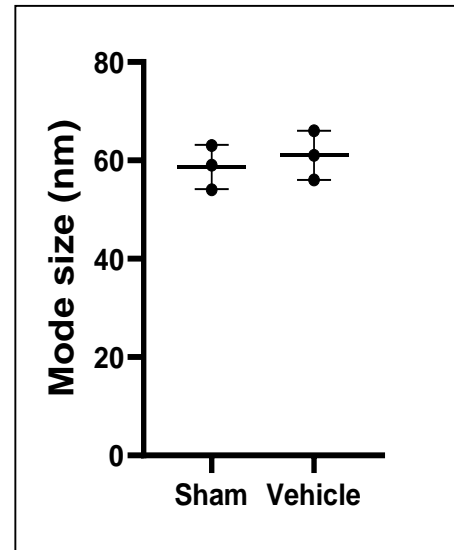

(C)

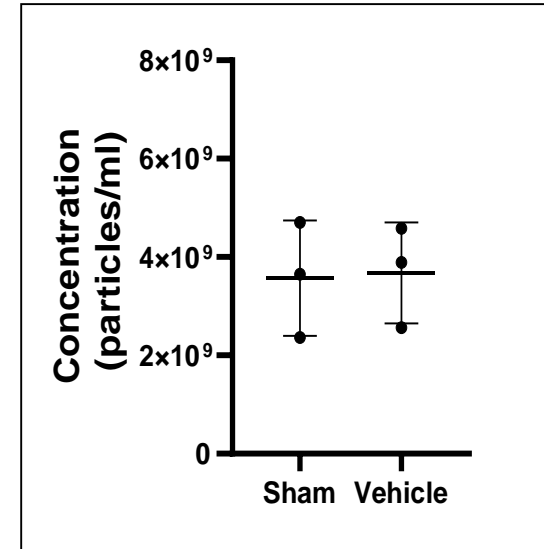

Supplementary Figure 4. Vehicle treatment does not change the exosome size and concentration compared with sham-injected mice. Exosomes were isolated from serum of mice with sham or vehicle treated. The exosome mean size (A), mode size (B) and concentration (C) were measured using a NanoSight instrument (means  $\pm$  SE; n = 3/group).

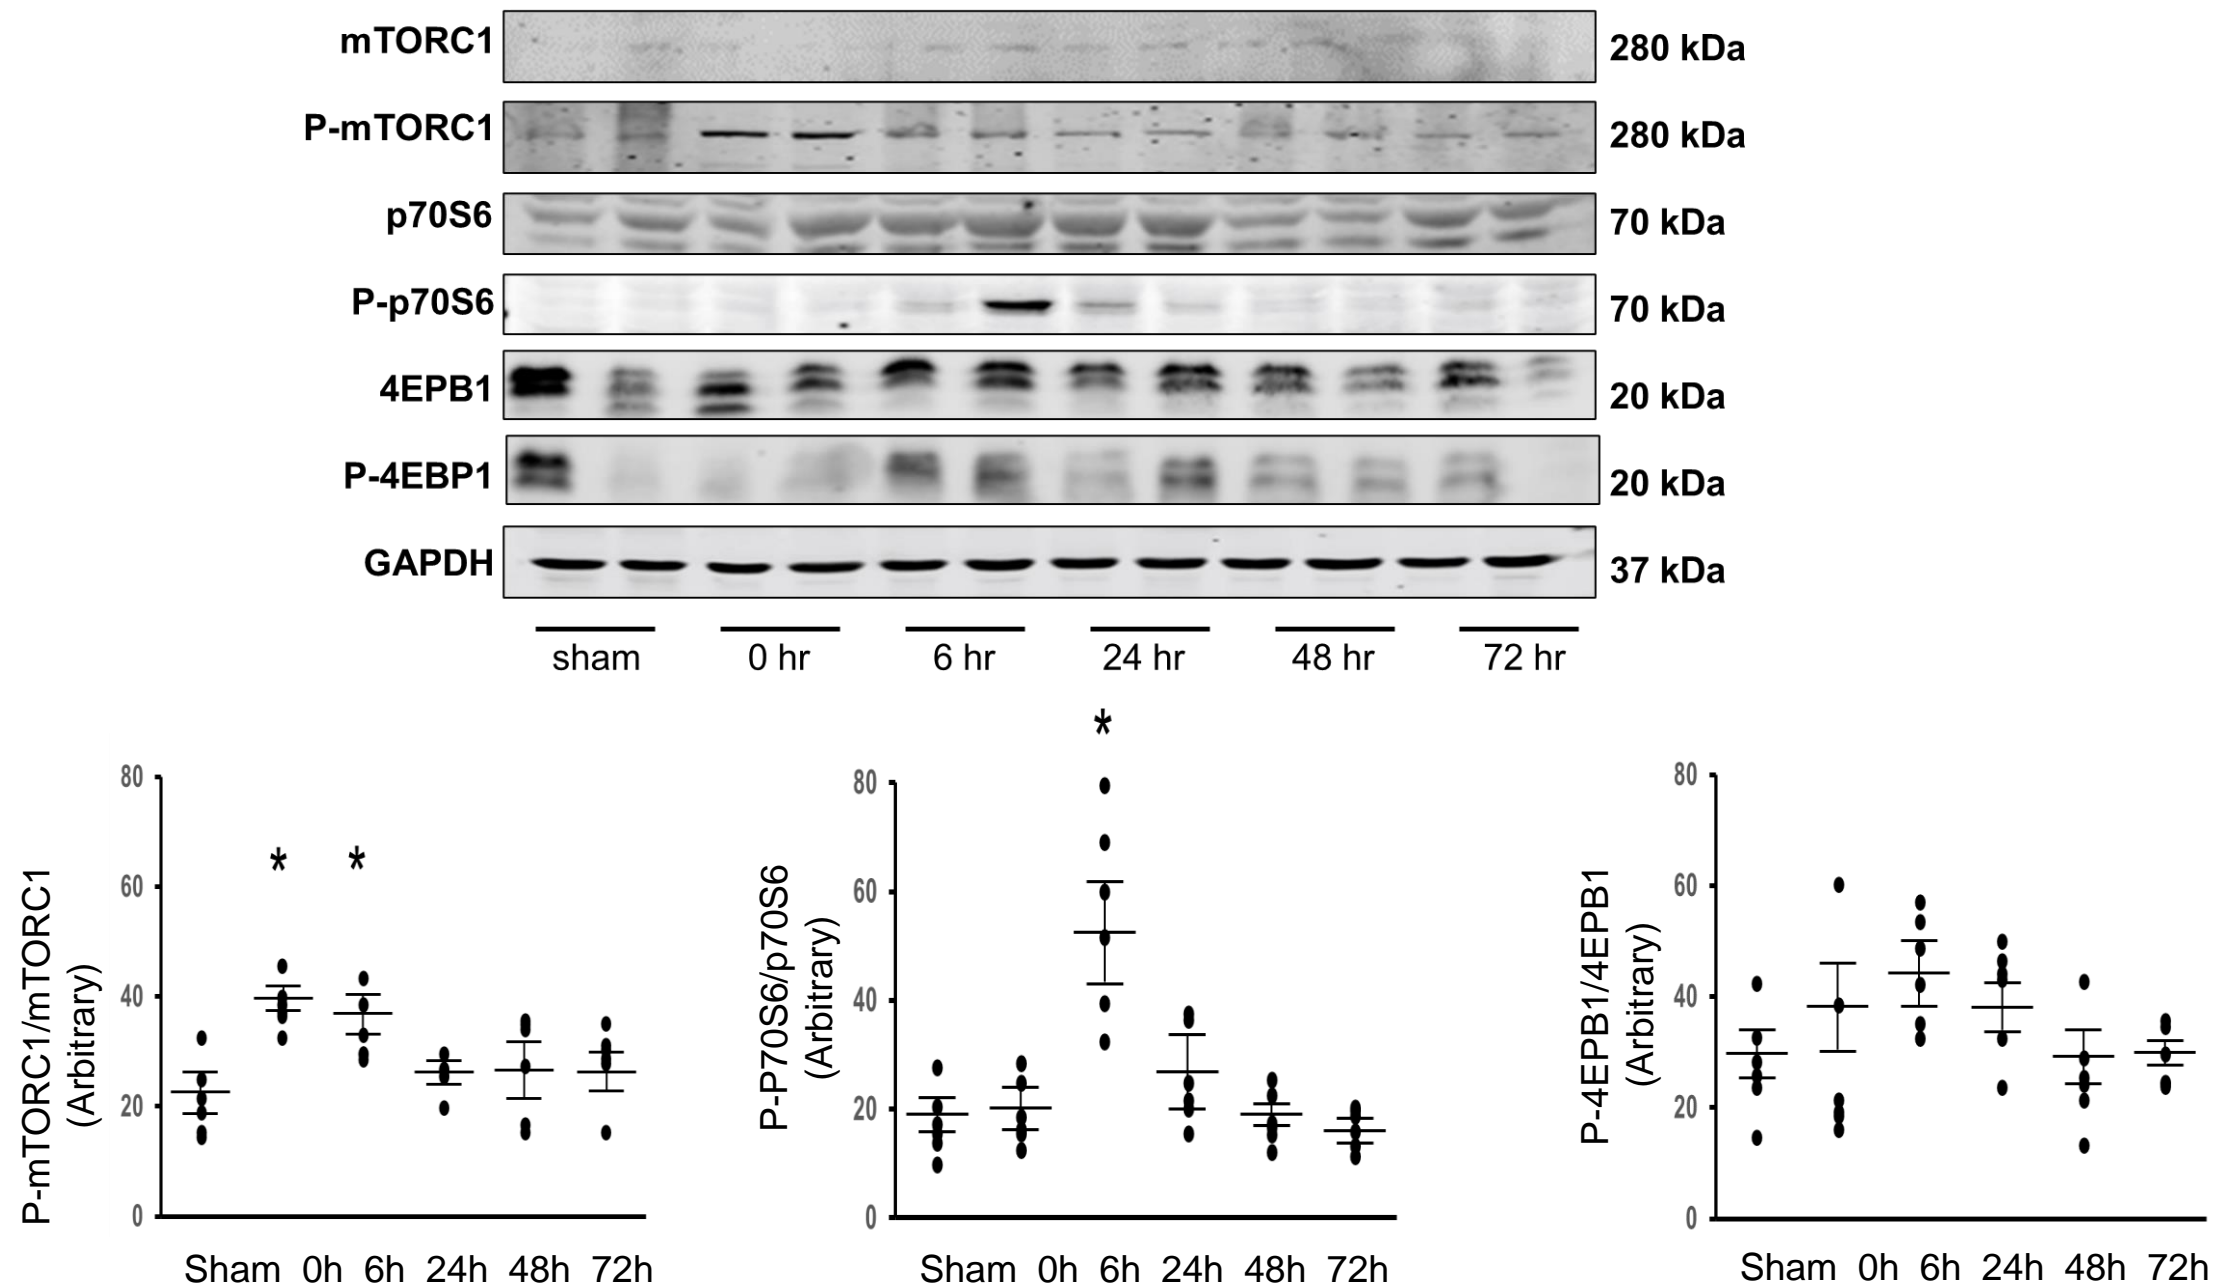

Supplementary Figure 5: Blocking exosome secretion limited the Acu/LFES-induced increase in protein synthesis in triceps brachii muscles.

How the deposited data were processed for this re-analysis (not part of the article)

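Small RNA of serum exosomes was sequenced from 3 sham mice (replicates 1 to 3) and 3 Acu/LFES mice (replicates 4 to 6), 1 library per mouse. The authors enriched the libraries for mature miRNA, sequenced them as single reads and deposited raw counts per mature miRNA, which are whole numbers and were not normalized. The aligner, the miRNA annotation and the filters behind the deposited counts are not given in the sources used here. How reads of near-identical family members were assigned is therefore not known, and this can move counts between let-7 members.

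The deposited table has 1982 entries, of which 954 have a count in any library. Entries with identical counts in all 6 libraries were used once, which left 631. Entries of other organisms took at most 0.00428% of a library. As deposited, before identical entries were merged, the totals were 624982, 658833 and 391708 counts in sham replicates 1, 2 and 3, and 1504137, 631279 and 517421 in Acu/LFES replicates 4, 5 and 6. After merging, the median was 414565 counts in sham and 437858 in Acu/LFES libraries. Each library came from its own mouse and was counted as its own replicate. The chi-square per degree of freedom between pairs of libraries of a group was 33.1 to 681.

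The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM, whose scaling factors were 1.10, 0.72 and 0.82 for sham replicates 1 to 3 and 1.10, 0.82 and 1.71 for Acu/LFES replicates 4 to 6. edgeR's filter with a minimum count of 10 left 255 miRNAs. Adjusted p are Benjamini-Hochberg values with a threshold of 0.05, standard errors come from the test's F statistic, and the common biological coefficient of variation was 0.542. DESeq2 1.42.0, with and without a prior on fold changes, and limma-voom (limma 3.58.1) were alternatives, and DESeq2 gave no adjusted p for 104 miRNAs. Its adjusted p therefore cover fewer miRNAs than those of edgeR and limma-voom. Other alternatives were RLE size factors, library totals alone, TMM without the let-7 5p family, no filter, at least 10 counts in every sample, every entry as deposited, each library left out in turn, and other thresholds. Lists of miRNAs were tested with fry and camera, the latter with a preset correlation of 0.01 and with an estimated one. Shares and log2 ratios of counts were compared with exact two-sided permutation tests, whose smallest possible p is 0.1 for 3 mice against 3.

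The fixed lists covered the let-7 5p strands, the let-7 3p strands, neighbours of let-7 genes, the Dlk1-Dio3 cluster, muscle, erythrocytes, leukocytes, platelets, endothelium, liver, epithelium, neurons, pancreatic islets, miR-34, miR-148, miR-17-92 and reference miRNAs. The miRNAs named are those of Table 1, the heat map of Supplementary Figure 2, miR-103-3p, list members as examples, the 10 most abundant, and up to 10 with the smallest p in each direction, since none passed the threshold. The values of Table 1 and the heat map had been seen when the lists were written.

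The tests were checked on counts simulated from the 255 tested miRNAs at these depths, in 20 runs with 40 miRNAs changed in each. edgeR found 8.5% of 2-fold and 43% of 4-fold changes, and 5.07% of its calls were false. DESeq2 found 22% and 57.75%, and 14.0% of its calls were false. The counts were drawn with the dispersions that edgeR estimated from these libraries, so the check is not neutral between the tools. No shift of a single library as a whole was simulated. Sites and gene positions were taken from the GRCm38 reference with GENCODE M21 annotation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Protein, qPCR and cell culture measurements were not analysed here.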

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

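The test of depth was chosen after the result it bears on had been seen, and the counts over other splits of the libraries were set out before they were seen. The paper does not discuss 12 miRNAs that were higher, after TMM, in every Acu/LFES mouse than in every sham mouse at an unadjusted p under 0.05 in edgeR. None passed the adjusted threshold in edgeR. Over all tested miRNAs 43 of 255 (16.9%) had groups that do not overlap, where chance gives 10%. The log2 fold changes of the 12 were 1.28 for miR-434-3p, 1.05 for miR-143-3p, 0.73 for miR-22-3p, 1.15 for miR-532-5p, 1.03 for miR-181d-5p, 0.88 for miR-423-3p, 0.64 for miR-27b-3p, 0.58 for miR-181a-5p, 2.04 for miR-324-5p, 2.46 for miR-15b-3p, 2.65 for miR-350-5p and 2.85 for miR-29c-3p. The last pair had at most 6 counts in a sham library, so their fitted folds depend on the prior count. Leaving out 1 library gave 1.91 to 5.51 for miR-15b-3p, 2.13 to 4.14 for miR-350-5p and 2.36 to 7.37 for miR-29c-3p, and miR-423-3p was at 0.53 without Acu/LFES replicate 5. DESeq2 called miR-434-3p, miR-143-3p, miR-532-5p and miR-181d-5p, with adjusted p of 0.0369, 0.0369, 0.0410 and 0.0499.

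The 6 libraries make 10 splits of 3 against 3, too few for a share under 0.05. The real split gave 24 miRNAs at an unadjusted p under 0.05, and the highest of the other splits also gave 24, so 2 splits gave as many. For the miRNAs that DESeq2 called, the real split gave 11 and the highest other 4, and 1 split gave as many. For let-7 5p members in one direction, adjusted over the list alone, the real split gave 4 and the highest other 0, and 1 split gave as many. That list was written with Table 1, which rests on the real split, in view, so 4 against 0 adds no independent support. For lists past the set test, the real split gave 1 and the highest other 1, and 2 splits gave as many. The list that passed in the real split, miR-148, was written with the heat map of these same samples in view.

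A pattern in the scarce miRNAs is that 3 of them (miR-34a-5p, miR-323-3p and miR-210-5p) had at least 10 counts in every Acu/LFES library and 0 in every sham library, and 0 miRNAs showed the reverse. miR-210-5p, a strand of the hypoxia-induced miR-210 hairpin, was singled out after its counts were seen (18, 16 and 21). The other strand, miR-210-3p, was not higher beyond its error: its log2 fold change was -0.55 (standard error 0.872) with DESeq2 and 0.080 with limma-voom. Lower depth with counting noise alone is argued against as the whole cause: of 1000 simulations of all 631 entries at 1 rate in every library none gave such a miRNA. These simulations held no variation between mice. At the Acu/LFES rate the scarcest of the 3 would have given 24.4 counts over the sham libraries (Poisson probability of 0 counts 2.64e-11). The rule that picked the 3 largely fixes these last values, so they add no separate support. The real split gave 3 such miRNAs and the highest other split also gave 3, and 2 splits gave as many, with the same limit of 10 splits. Variation between mice beyond counting noise and Acu/LFES itself stay open.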

How the results depend on the processing

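No paired analysis was possible because the sham and Acu/LFES mice share no replicate numbers. The settings chosen after seeing the data are DESeq2 with prior on every deposited entry and the list tests over scalings, filters and left-out libraries. Across all alternatives, 817 values of single named miRNAs kept their direction and still did not pass the threshold. Of the main comparisons 115 stayed the same, by a rule that depends on their kind. Counts had to stay close in size, shares and ratios within the larger group's SD, and tests on the same side of the threshold and in the same direction. Of single named miRNAs, 40 values reversed and 44 passed the threshold only under an alternative, and of the main comparisons 27 moved, 5 reversed, 4 passed only under an alternative and 1 no longer passed. edgeR called 0 miRNAs in each direction, and the counts of lower and higher miRNAs were 6 and 5 with DESeq2, 6 and 5 with DESeq2 with prior, 2 and 0 with limma-voom, and 8 and 16 at an unadjusted p under 0.05. let-7 5p members lower over all tested miRNAs (for DESeq2, over those given an adjusted p) numbered 4 with DESeq2, with or without prior, 2 with limma-voom and 5 at an unadjusted p under 0.05. The let-7c-5p log2 fold change then passed at -0.95 with DESeq2, -0.91 with prior, -0.93 with limma-voom and -0.92 at an unadjusted p, and with a setting chosen after seeing the data (DESeq2 with prior on every deposited entry) it was -0.90 with 0 miRNAs called over all tested. The count of let-7 members adjusted over the list alone became 0 with library totals alone, and leaving out 1 library gave 0 to 5. fry's unadjusted value for the let-7 5p set test, 0.00862 with TMM, was 0.883 with library totals alone and under 0.05 with the other alternatives that give it. Lists past the set test numbered 2 with the preset and 0 with the estimated correlation of camera. With settings chosen after seeing the data they numbered 2 with RLE size factors, TMM without let-7 5p or at least 10 counts in every sample, 0 with library totals alone, and 0 to 1 leaving out 1 library. With library totals alone, let-7d-5p was at 0.16, let-7g-5p at 0.39, miR-98-5p at 0.43, miR-103-3p at 0.32, miR-133a-3p at 0.50, let-7b-3p at 0.078, miR-122-5p at 0.063, miR-30d-5p at 0.34 and miR-328-3p at 0.26. With no filter, miR-98-5p was at 0.025 and miR-133a-3p at 0.027. let-7b-3p was at 0.42 with limma-voom, and the miR-223-3p log2 fold change was -0.00748 with TMM without let-7 5p. The miR-1a-3p log2 fold change, near 0, was -0.017 with DESeq2, -0.014 with prior, -0.030 with limma-voom, -0.017 with RLE, -0.079 with TMM without let-7 5p, -0.0107 with every entry as deposited and -0.014 with DESeq2 with prior on every deposited entry. Leaving out 1 library gave log2 fold changes from -0.39 to 0.15 for let-7g-5p, -0.060 to 0.29 for let-7i-5p, -0.17 to 0.080 for miR-98-5p, -0.48 to 0.29 for miR-103-3p, -0.036 to 0.60 for miR-451a, -1.18 to 0.085 for miR-206-3p, -0.24 to 0.12 for miR-133a-3p, -0.40 to 0.36 for miR-1a-3p, -0.96 to 0.87 for let-7b-3p, -0.015 to 0.71 for miR-92a-3p, -1.62 to 0.018 for miR-122-5p, -0.13 to 0.32 for miR-223-3p and -0.46 to 0.070 for miR-328-3p. The let-7 5p share of counts differed by -9.58 percentage points without miR-486a-5p, and by -4.53 to 1.79 leaving out 1 library, and the miR-451a to miR-23a-3p log2 ratio by -0.60 to 0.28. Beyond the scaling shift and fewer samples, the cause was not tested. DESeq2 with prior and the other thresholds give no set test, and summing entries of one name changed nothing because names are unique. Depth limits the scarce miRNAs.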

Differences from the paper's values

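DESeq2 with prior on every deposited entry was the setting chosen after the values were seen. The paper reports a decrease of 79% for let-7c-5p, where the counts give 47.2%. For let-7b-5p the paper's value is 78% and the counts give 44.3%, for let-7a-5p the paper's 78% stands against 34.9%, and for let-7f-5p the paper's 75% against 32.9%. None of the alternatives set before the data were examined brought these decreases within the paper's values: let-7c-5p ranged from 25.2% with library totals alone to 50.5% with TMM without let-7 5p. A setting chosen after seeing the data, DESeq2 with prior on every deposited entry, gave 46.5% for let-7c-5p. On the log2 scale the values match, since the paper's Table 1 gives 0.928507 (control over Acu/LFES) for let-7c-5p, which is a decrease of 47.5%, and its values for let-7b-5p, let-7a-5p and let-7f-5p are decreases of 44.6%, 35.8% and 33.6%. For let-7e-5p the paper's 71% stands beside 50.9% from the counts and 50.4% from the log2 value of Table 1.

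The paper states that let-7c-5p changed most, whereas let-7e-5p had the larger fall here (log2 fold change -1.03 against -0.92), and Table 1 has the same order. The difference is smaller than either member's own standard error. The paper calls the let-7 decreases in its sequencing data significant, by a Wald test with no stated adjustment. For let-7c-5p it also reports lower levels by qPCR in serum exosomes and muscle, which were not analysed here. edgeR called none of them over all tested miRNAs, with 5 at an unadjusted p under 0.05. DESeq2, with or without prior, called let-7c-5p, let-7b-5p, let-7e-5p and let-7a-5p, and limma-voom let-7c-5p and let-7b-5p. DESeq2 with prior on every deposited entry, chosen after seeing that its fold changes lie near Table 1, called none of them, with a let-7c-5p log2 fold change of -0.90 (adjusted p = 0.0612). In the paper's Table 1 the p of let-7i-5p, 0.865412, is not the 0.652 that its Wald statistic gives, and let-7g-3p, with a mean of 0, is given a p of 0. The table has 24 lines for 21 miRNAs, with 3 listed more than once.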

Other observations

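The comparison of miR-423 strands, and the tests of library scaling, erythrocyte RNA and shared reads for the let-7 5p members that moved apart, were chosen after the values were seen. The let-7c-5p to let-7i-5p ratio itself was set out before, with Table 1 in view. The strands of the miR-423 hairpin had opposite signs: miR-423-3p had a log2 fold change of 0.88 and miR-423-5p of -0.65, each without overlap between the groups. Neither passed the adjusted threshold in edgeR, DESeq2 or limma-voom. The log2 ratio of the 3p to the 5p strand was -4.20 ± 0.203 (SD, n = 3) in sham mice and -2.72 ± 0.305 (SD, n = 3) in Acu/LFES mice (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Of 45 hairpins with both strands tested, miR-423 was the 1 with both strands at an unadjusted p under 0.05, and they went in opposite directions. It was picked for that pattern, so the ratio and its p add no separate support. Since both miR-423 strands are used as serum references, a ratio to one or the other would differ.

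The remaining lists did not pass fry: neighbours of let-7 genes (7 tested, adjusted p = 0.721), platelets (7 tested, 0.356), endothelium (2 tested, 0.612), epithelium (6 tested, 0.935), neurons (3 tested, 0.461), pancreatic islets (2 tested, 0.461), miR-17-92 (9 tested, 0.461) and reference miRNAs (7 tested, 0.721). The miR-34 list had 1 tested member and no set test. Over each list alone, 1 islet member was lower (miR-375-3p) and 1 miR-34 member higher (miR-34a-5p), and these lists were written with the heat map in view.

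The paper's qPCR of serum exosomes used miR-103 as the reference. In the sequenced libraries the log2 ratio of let-7c-5p to miR-103-3p was lower by a mean of -0.81 in Acu/LFES mice, with overlapping groups (exact two-sided permutation test, p = 0.3). With miR-16-5p, miR-191-5p and miR-93-5p as reference the differences were -1.06, -0.61 and -1.12, without overlap for miR-16-5p and miR-93-5p (exact two-sided permutation test, p = 0.1 each) and with overlap for miR-191-5p (p = 0.2). Leaving out 1 library moved the difference with miR-103-3p from -1.13 (without sham replicate 2) to -0.48 (without Acu/LFES replicate 4). miR-103-3p itself had a log2 fold change of -0.18, which turned to 0.32 with library totals alone. The let-7 5p family took 16.0% ± 2.79 (SD, n = 3) of the counts in sham and 14.9% ± 6.38 (SD, n = 3) in Acu/LFES libraries (exact two-sided permutation test, p = 0.8). Without miR-486a-5p in the total, the share was 34.0% ± 1.38 (SD, n = 3) in sham and 24.4% ± 2.34 (SD, n = 3) in Acu/LFES libraries, without overlap (exact two-sided permutation test, p = 0.1). With miR-486a-5p, the difference turned above 0 without sham replicate 1 (0.500 percentage points) and without Acu/LFES replicate 5 (1.79).

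The let-7 5p members moved apart, with let-7c-5p lower and let-7i-5p not. In the paper's Table 1, let-7c-5p leads the decreases and let-7i-5p has the opposite sign. The pair was set with that table of these same samples in view, so a gap between them is not independent evidence. Library scaling cancels in the log2 ratio of let-7c-5p to let-7i-5p. That ratio was 2.10 ± 0.130 (SD, n = 3) in sham and 1.03 ± 0.454 (SD, n = 3) in Acu/LFES mice. The difference was -1.07 without overlap, and -0.75 without overlap against let-7g-5p (exact two-sided permutation test, p = 0.1 each). No scaling can change such a ratio, so the gap between members is not a product of scaling, by arithmetic rather than by test. The ratio does not tell whether the let-7c-5p fall itself depends on scaling. Erythrocyte RNA stays open: with the miR-451a to miR-23a-3p ratio as covariate the difference was -1.10 (standard error 0.254), but that ratio differed between the groups by -0.11, less than its SDs of 0.874 and 0.668, so the covariate could not have taken the difference away. Reads of let-7c-5p counted as other members cannot be told apart from real decreases, since the counting rule is not known. As a percentage of the let-7c-5p fall in CPM, the fall was 61.6% for let-7b-5p, 18.8% for let-7a-5p, 9.88% for let-7f-5p and 1.90% for let-7e-5p. For let-7e-5p, that percentage of the mean sham level of let-7c-5p exceeds its own mean sham level, but by less than that level's SD. Miscounting therefore stays open for let-7e-5p too. Its log2 fold change differed from that of let-7c-5p by less than either member's own standard error. An effect of Acu/LFES on some members more than others may underlie the pattern, and it stays a hypothesis. Chance and the choice of the pair stay open too.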
